# Integrated Metabolomic and Transcriptomic Analysis Reveals That Amino Acid Biosynthesis May Determine Differences in Cold-Tolerant and Cold-Sensitive Tea Cultivars

**DOI:** 10.3390/ijms24031907

**Published:** 2023-01-18

**Authors:** Yaohua Cheng, Qiuyan Ban, Junlin Mao, Mengling Lin, Xiangxiang Zhu, Yuhui Xia, Xiaojie Cao, Xianchen Zhang, Yeyun Li

**Keywords:** *Camellia sinensis*, cold acclimation, transcriptomic, metabolomic, amino acid biosynthesis, arginine

## Abstract

Cold stress is one of the major abiotic stresses limiting tea production. The planting of cold-resistant tea cultivars is one of the most effective measures to prevent chilling injury. However, the differences in cold resistance between tea cultivars remain unclear. In the present study, we perform a transcriptomic and metabolomic profiling of *Camellia sinensis* var. “*Shuchazao*” (cold-tolerant, SCZ) and *C*. *sinensis* var. *assamica* “*Yinghong 9*” (cold-sensitive, YH9) during cold acclimation and analyze the correlation between gene expression and metabolite biosynthesis. Our results show that there were 51 differentially accumulated metabolites only up-regulated in SCZ in cold–acclimation (CA) and de–acclimation (DA) stages, of which amino acids accounted for 18%. The accumulation of L-arginine and lysine in SCZ in the CA stage was higher than that in YH9. A comparative transcriptomic analysis showed an enrichment of the amino acid biosynthesis pathway in SCZ in the CA stage, especially “arginine biosynthesis” pathways. In combining transcriptomic and metabolomic analyses, it was found that genes and metabolites associated with amino acid biosynthesis were significantly enriched in the CA stage of SCZ compared to CA stage of YH9. Under cold stress, arginine may improve the cold resistance of tea plants by activating the polyamine synthesis pathway and CBF (C-repeat-binding factor)–COR (cold-regulated genes) regulation pathway. Our results show that amino acid biosynthesis may play a positive regulatory role in the cold resistance of tea plants and assist in understanding the cold resistance mechanism differences among tea varieties.

## 1. Introduction

The tea plant is a perennial economic woody crop. Its leaf products are used to make popular nonalcoholic beverages worldwide [1]. Tea plants are exposed to a wide variety of environmental stresses, such as drought [2], heavy metal toxicity [3], nutritional deficiency [4], and low temperatures [5]. Low temperatures (0 °C < *T*_mean_ ≤ 4 °C) represent a common and major natural stress factor in most tea cultivation areas in China, seriously affecting the yield and quality of tea [6]. At low temperatures, the photosynthesis of tea plants is damaged [7] and the aromatic components of the leaves also decrease significantly [8]. Understanding the complexity of cold resistance in tea plants and improving their resistance levels as a result is, therefore, of great importance.

Advances in functional genomics have led to the elucidation of the molecular mechanisms underlying the low-temperature responses of tea plants. Studies have shown that the ethylene and calcium signaling pathways mediated by mitogen-activated protein kinase (MAPK) are followed by the induction of the inducer of CBF expression (ICE)–C–repeat binding factor (CBF)–cold–responsive (COR) signaling pathway to enhance the cold tolerance of tea plants [5]. In addition, many genes related to sugar metabolism, antioxidant defense, plant hormone signaling, transcription factors, and amino acid synthesis that respond to cold stress in tea plants have been identified [9,10,11]. Previous studies showed that cold treatment significantly induced *CsCBFs* genes in tea plants, and the overexpression of *CsCBF3* and *CsCBF5* enhanced the cold tolerance of *Arabidopsis* compared with that of a wild-type *Arabidopsis* species [12,13]. Some newly identified genes, such as *CsCHXB* and *CsUGT78A15,* have been explicitly associated with a functional role in cold tolerance [14,15].

Metabolites are directly involved in the cold tolerance of tea plants. For instance, carbohydrates and amino acids accumulate under low temperatures during the plant stress response and act as osmotic protection agents. Under natural overwintering conditions, raffinose, maltose, glucose, and fructose were accumulated in tea leaves [16]. A metabolomic analysis showed a significant accumulation of glucose 6-phosphate, fructose 1-phosphate, and anthocyanin monomers in *Shuchazao* under cold stress [17]. For survival under low temperatures, more energy carriers have to generate lipids, amino acids, membrane components, and other molecules to improve cell membrane fluidity and structural rearrangement [18]. Proline and free amino acids levels have been positively correlated with cold resistance in tea plants [19]. The application of exogenous γ-aminobutyric acid either directly or indirectly stimulated flux into amino acid and caffeine biosynthesis and regulated the plant energy budget and improve the cold resistance of tea plants [20]. Similar changes have also been observed in wheat [21] and tobacco [22]. Studies have shown that higher levels of flavonoids, such as kaempferol, quercetin, and anthocyanins, are formed in tea plants under cold stress to resist oxidative damage [23].

Cultivated varieties of tea plants mainly include *Camellia sinensis* var. *sinensis* (CSS) and *Camellia sinensis* var. *assamica* (CSA) in China [24]. CSS is a shrub-type tea plant that can withstand low temperatures of −12~−16 °C and is mainly distributed in the cold climate regions of the tea-growing areas. CSA is an arbor-type tea plant that is severely damaged at around −6 °C and is distributed primarily in warm tea gardens. Although there have been many reports on the mechanisms of cold resistance in tea plants, almost all the varieties studied thus far belong to CSS. In addition, the cold resistance mechanism differences among tea cultivars are still unclear. In this study, we report that the biosynthesis of amino acids may determine differences in the cold resistance of tea plants as revealed by a comparative metabolomic and transcriptomic analysis between the cold-tolerant tea plant variety SCZ and the cold-sensitive variety YH9. We additionally characterize the role of arginine as being important factor determinant of cold tolerance in tea plants.

## 2. Results

### 2.1. Differences in Cold Resistance between SCZ and YH9

The experimental temperature treatment procedure is shown in Figure 1A, where SCZ and YH9 tissue culture seedlings were used for cold acclimation. We then compared the freezing resistance of cold-acclimated leaves from different cultivars via a relative electrical conductivity measurement (REC). In the non-acclimation (NA) group, the REC of the two varieties was about 50%, indicating that freezing caused serious cell damage. However, after cold acclimation (CA) and de-acclimation (DA) treatments, the REC of SCZ was significantly lower than that of YH9, indicating that the frost resistance of SCZ had greatly improved. After CA treatments, the chlorophyll fluorescence (Fv/Fm) value was higher in SCZ than in YH9 (Supplementary Figure S1), and it increased by 68.67% under the −4 °C treatment, which was significantly higher than that of YH9 (Figure 1C). These results suggest that cold acclimation can improve the cold resistance of two tea cultivars to different degrees, and SCZ is more resistant to cold than YH9.

### 2.2. Differential Metabolites between SCZ and YH9 during Cold Acclimation

The metabolites of SCZ and YH9 during cold acclimation were detected, and the differences in the metabolites between the cultivars or conditions were analyzed. A metabolomics analysis showed that a total of 359 differential metabolites were identified, and all the metabolites were divided into groups, namely lipids and lipid-like molecules (115); flavonoids (64); benzenoids (45); organoheterocyclic compounds (36); amino acids (18); organic acids and derivatives (12); nucleosides, nucleotides, and analogues (12); saccharides (4); and others (53) (Supplementary Table S1). A PCA analysis of metabolites from control and cold-acclimated groups of SCZ and YH9 revealed that six biological replicates were similar at each time point and that PC1 could completely distinguish between the two cultivars, indicating differences in metabolic levels between SCZ and YH9 (Supplementary Table S1). The significant separation of PC2 in the NA and CA stages indicated metabolic changes under cold acclimation (Figure 2A). Based on the quantitative analyses of all the detected metabolites and the fold-change threshold, a total of 131 and 120 differentially accumulated metabolites were obtained for comparing SCZ_NA vs. YH9_NA and SCZ_CA vs. YH9_CA, respectively (Figure 2B). Among all the metabolites detected, 43 flavonoids were significantly different in SCZ_NA vs. YH9_NA, and 37 flavonoids were significantly different in SCZ_CA vs. YH9_CA, indicating that flavonoids were the main substances that were different between SCZ and YH9 (Supplementary Figure S2A). For the two comparisons of SCZ_NA vs. YH9_NA and SCZ_CA vs. YH9_CA, 44 differentially accumulated metabolites were up-regulated in SCZ_CA vs. YH9_CA and YH9_NA and SCZ_CA vs. YH9_CA (Supplementary Figure S2B), including lysine and L-arginine (Supplementary Figure S2C). These differentially accumulated metabolites may be related to the difference in cold resistance between SCZ and YH9.

A total of 61 and 55 differentially accumulated metabolites were identified in SCZ and YH9 in the CA stage, respectively. Compared with NA, 81 and 41 metabolites were differentially accumulated in the leaves of SCZ and YH9 in the DA stage (Figure 2A). In Figure 2C, we summarize the differences in metabolites between the different comparison groups (using Venn diagrams). A total of 51 differential accumulated metabolites were specifically up-regulated in SCZ at CA and DA stages, mainly amino acids (18%); flavonoids (18%); lipids and lipid-like molecules (14%); benzenoids (14%); and organoheterocyclic compounds (10%). A cluster analysis of metabolites showed significant differences between SCZ and YH9 in the CA and DA stages (at least one stage) using the mean area of repetitive biological peaks based on the Euclidean distance (Figure 2D). The amino acid differentially accumulated metabolites were most enriched in SCZ. The differential accumulation of L-histidine, L-arginine, lysine, glutamine, leucine, and tyrosine was the highest in the CA stage of SCZ, and the specific accumulation of L-5-oxoproline, L-histidine, L-phenylalanine, lysine, glutamine, and leucine was highest in the DA stage. These results show that cold acclimation could induce a higher accumulation of amino acids in cold-resistant SCZ. The metabolites were significantly up-regulated in the CA stage of SCZ and YH9, mainly saccharides (sucrose, trehalose, and D-(+)-raffinose) and lipids and lipid-like molecules (alpha-linolenic acid, gamma-linolenic acid, and linoleic acid), indicating that these differential metabolites were involved in the cold acclimation of the tea plants. Only a small number of flavonoids accumulated differentially during cold acclimation, among which the accumulation of cyanidin-3-glucoside and astragalin was involved in YH9 during cold acclimation, while vitexin-2″-o-rhamnoside was involved in SCZ in the CA stage. These results show that although flavonoids varied significantly among varieties, only a small number of flavonoids were induced during cold acclimation. In addition, some metabolites showed opposite differential accumulation patterns in the CA stages of SCZ and YH9; for example, L-glutathione, which was significantly up-regulated in SCZ but significantly down-regulated in YH9.

### 2.3. Transcriptomic Analysis of SCZ and YH9 during Cold Acclimation

A total of 7.17 billion high-quality clean reads were obtained from the RNA-seq data set for 18 samples. 

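RNA was sequenced from leaves of tissue culture seedlings of 2 tea cultivars, the cold-tolerant SCZ and the cold-sensitive YH9. Each cultivar was sampled on day 0 at 25 °C by day and 20 °C by night (NA), on day 14 after chilling at 10 °C and 4 °C and then at 4 °C and 0 °C (CA), and on day 21 after a return to 25 °C and 20 °C (DA). Each of the 6 groups had 3 biological replicates. The deposited table holds an FPKM value and an estimated count, given in whole numbers, for 41021 loci in each of the 18 libraries. The paper names HISAT2 and StringTie for mapping and assembly, and the submitters' processing notes list HISAT2 2.2.1, StringTie 2.1.6 and cutadapt 1.9. The paper gives an older StringTie, and the paper and the sample labels name different Illumina sequencers. The total count per library ranged from 61857623 to 72843673 (median 62147020) in SCZ_NA, from 57752767 to 78305612 (median 71056530) in SCZ_CA and from 55678493 to 58187658 (median 57628525) in SCZ_DA. In YH9 the ranges were 47418597 to 78241890 (median 64864398) for NA, 47291392 to 62201638 (median 54124835) for CA and 49858297 to 67637781 (median 53797952) for DA. The valid reads listed in Table S2 sum to 717492874, and the groups averaged 1.48 to 1.57 estimated counts per valid read, so that a count is not 1 sequenced read. Counts were compared with edgeR's quasi-likelihood test after TMM scaling over all 18 libraries. The test covered the 29019 loci with an FPKM of at least 1 in at least 3 libraries. DEGs had a Benjamini-Hochberg adjusted p under 0.05 and at least a 2-fold change, the thresholds the paper gives. Levels are given as FPKM with the SD of 3 replicates, and fold changes as log2 of the scaled counts. On log2(FPKM + 1), which changes both the scaling and the pseudocount, the median log2 fold changes of all genes moved. In SCZ_CA vs. YH9_CA the median went from 0.02 to −0.17, and in YH9_DA vs. YH9_NA from 0 to 0.14. Gene identifiers are those of the Shuchazao annotation used in the table. Gene names are the best protein matches given there, often from another species, and reads shared between near-identical gene copies could not be told apart. The counts and the FPKM of a locus kept the same ratio across libraries, within 0.5 on the log2 scale, at all but 2 of the 30979 loci with counts of at least 20 in at least 6 libraries. Both exceptions are argininosuccinate synthase loci, CSS032116 and CSS029169.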

All the clean reads were mapped to the tea reference genome (http://pcsb.ahau.edu.cn:8080/CSS/ (accessed on 1 June 2017)), ranging from 97.10% to 97.78%. The clean reads shared a GC content of approximately 45% (Supplementary Table S2). According to the PCA, the first two principal components (PC1 and PC2) could completely to distinguish our combinations of cultivars and treatment (Supplementary Table S3). 

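The 6 groups lay apart from each other in the plane of PC1 and PC2, although YH9_NA and YH9_DA overlapped on PC1 and SCZ_NA and SCZ_DA on PC2. Among SCZ libraries the PC1 scores of log2(FPKM + 1) were −44.4 ± 9.29 (SD, n = 3) in SCZ_NA, −118 ± 8.53 in SCZ_CA and −65.7 ± 10.4 in SCZ_DA. The YH9 libraries scored 96.0 ± 7.40 in YH9_NA, 29.9 ± 1.33 in YH9_CA and 102 ± 1.04 in YH9_DA. On PC2 the cold-acclimated groups were lowest, with −73.0 ± 15.1 in SCZ_CA and −119 ± 1.32 in YH9_CA. The PC2 scores of the NA and DA groups were 86.4 ± 9.20 and 71.6 ± 12.7 in SCZ, and 24.8 ± 3.39 and 8.80 ± 1.22 in YH9. Differences between the 6 groups made up 99.5% of the variance of PC1 and 99.0% of that of PC2. The components held 36.1% and 29.1% of the variance over the 29019 loci tested.

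**Figure D1:**
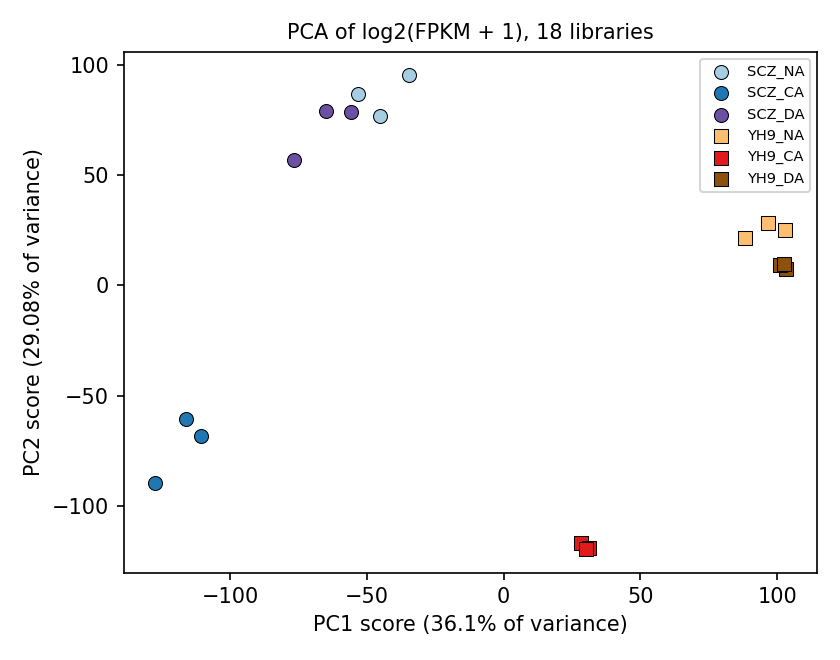
Scores of the 18 libraries on PC1 (x axis) and PC2 (y axis) of log2(FPKM + 1), without units. Each point is 1 library, circles are SCZ and squares YH9, and color gives the group. The SCZ_CA and YH9_CA libraries lie lowest on PC2, and all SCZ libraries lie to the left of all YH9 libraries.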

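The SCZ and YH9 libraries differed mainly along PC1 and the acclimation stages mainly along PC2. Of the variance of the PC1 scores, 84.6% lay between SCZ and YH9 and 14.4% between the NA, CA and DA stages. Of the variance of the PC2 scores, 84.2% lay between the stages and 14.6% between the cultivars. The order of these components turned when each gene was scaled to unit variance. PC1 then held 28.9% of the variance, with 83.7% of its scores' variance between the stages and 14.2% between the cultivars, and PC2 held 25.1%.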

The PCA showed that the CA stage of separation could be observed along PC1, and differences between cultivars that had obvious separation could be observed along PC2. In addition, the three biological replicates were projected closely in the ordination space, which suggested a satisfactory correlation among the replicates (Figure 3A).

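Replicates of a YH9 group resembled each other more than replicates of an SCZ group. Over the 29019 loci tested, Pearson's r of log2(FPKM + 1) between replicates ranged from 0.963 to 0.971 in YH9_DA, from 0.947 to 0.969 in YH9_CA and from 0.946 to 0.953 in YH9_NA. In SCZ it ranged from 0.925 to 0.938 in SCZ_DA, from 0.881 to 0.932 in SCZ_CA and from 0.877 to 0.949 in SCZ_NA. The highest r between a YH9_CA library and a library of another group was 0.844, and for SCZ_CA it was 0.853. The highest r between an SCZ_NA and an SCZ_DA library, 0.917, lay above the lowest r between SCZ_NA replicates, and that between a YH9_NA and a YH9_DA library, 0.948, above the lowest between YH9_NA replicates. SCZ_CA replicate 2 had a mean r of 0.887 with the other SCZ_CA libraries and of 0.781 with the YH9_CA libraries. The biological coefficient of variation was 0.518, 0.603 and 0.472 in SCZ_NA, SCZ_CA and SCZ_DA, and 0.384, 0.371 and 0.288 in the corresponding YH9 groups. These correlations are across genes, which are not independent replicates.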

The six comparisons (SCZ _ CA vs. SCZ _ NA, YH9 _ CA vs. YH9 _ NA, SCZ _ DA vs. SCZ _ NA, YH9 _ DA vs. YH9 _ NA, SCZ _ NA vs. YH9 _ NA and SCZ _ CA vs. YH9 _ CA) had 6812, 8798, 728, 1044, 4833, and 5749 DEGs, respectively: 2963, 3997, 232, 527, 2519, and 2556 up-regulated, and 3849, 4801, 496, 517, 2314, and 3193 down-regulated (Figure 3B). These results show that the gene expression levels in cold-tolerant and cold-sensitive tea plants changed significantly during cold acclimation. 

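Cold acclimation changed many genes in both cultivars, and few of these differences were left after de-acclimation. In SCZ_CA vs. SCZ_NA, 4360 genes were up-regulated and 5531 down-regulated, and in YH9_CA vs. YH9_NA, 3385 were up-regulated and 4112 down-regulated. After de-acclimation 420 genes were up-regulated and 459 down-regulated in SCZ, against 16 and 93 in YH9. Between SCZ and YH9, 2872 genes were higher and 2697 lower in SCZ_NA, and 3726 were higher and 4186 lower in SCZ_CA. Of 44 genes of heat shock proteins, chaperones that keep other proteins folded, 14 were lower in SCZ_DA than in SCZ_NA and 18 were lower in YH9_DA than in YH9_NA, and none was higher by edgeR (19 and 26 lower when adjusted over the list alone). The set test gave an adjusted p = 3.4e-18 in SCZ and 1.2e-52 in YH9 (camera), and adjusted p = 0.334 and 0.0181 with an estimated correlation. HSP70 (CSS023573) had 837 ± 179 FPKM in SCZ_NA and 39.0 ± 3.83 in SCZ_DA, a log2 fold change of −4.50 (SE 0.65, adjusted p = 0.00225 from edgeR's quasi-likelihood test). In YH9 it went from 1833 ± 538 to 94.2 ± 33.1 FPKM, a log2 fold change of −4.50 (SE 0.65, adjusted p = 0.00423 from the same edgeR test), a call lost without YH9_DA replicate 2 or 3. A light-harvesting protein of photosystem II (CSS045378) had 943 ± 54.7 FPKM in SCZ_NA and 44.4 ± 17.8 in SCZ_DA, and 549 ± 142 in YH9_NA and 34.3 ± 5.67 in YH9_DA. A dehydrin gene (CSS006326), of a family that protects dehydrated cells, rose from 23.3 ± 11.7 FPKM in SCZ_NA to 1655 ± 2175 in SCZ_DA (log2 fold change 6.17, SE 0.99, adjusted p = 0.00438 by edgeR), a call lost when only the 2 groups compared set the spread. Among genes that differed between the cultivars before acclimation, an FKBP-type isomerase (CSS024175) had 0.516 ± 0.134 FPKM in SCZ_NA and 87.2 ± 7.32 in YH9_NA, and a chlorophyll a-b binding protein (CSS021240) 1.64 ± 1.19 and 242 ± 34.6. A phosducin-like protein (CSS006374) had 18.1 ± 0.972 FPKM in SCZ_NA and 0.124 ± 0.0143 in YH9_NA. Loci with no gene name made up 42.8% of the DEGs between the cultivars at NA and 33.4% at CA, against 21.9% of all loci tested. Their share was 15.1% to 17.4% in the comparisons with NA. Without these loci, 2984 and 5238 DEGs were called between the cultivars at NA and at CA. With the spread taken from only the 2 groups compared, the 4 comparisons with NA gave 5940 DEGs for SCZ_CA, 8440 for YH9_CA, 44 for SCZ_DA and 476 for YH9_DA. DESeq2 called 1883 DEGs for SCZ_DA and 435 for YH9_DA, and leaving out 1 library gave 202 (without SCZ_DA replicate 3) to 1291 (without SCZ_CA replicate 2) for SCZ_DA and 30 (without YH9_DA replicate 3) to 178 (without SCZ_CA replicate 2) for YH9_DA. On FPKM with limma, the up-regulated share of the DEGs was 63.8% instead of 14.7% for YH9_DA and 34.8% instead of 47.1% for SCZ_CA vs. YH9_CA.

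**Figure D2:**
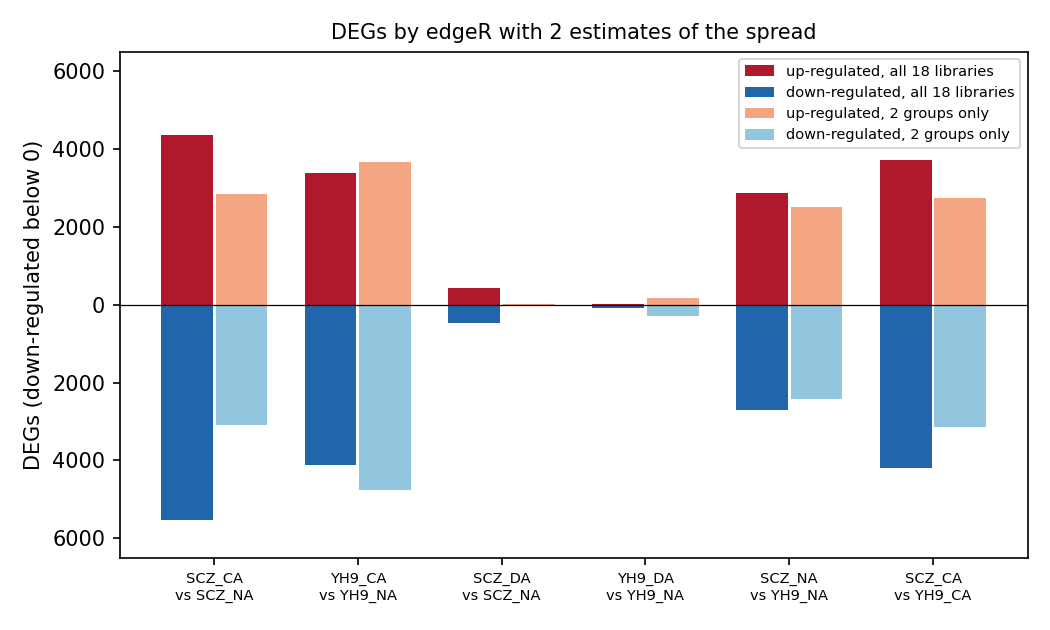
Numbers of DEGs by edgeR (y axis, down-regulated genes drawn below 0) for the 6 comparisons (x axis). Dark bars take the spread from all 18 libraries and pale bars from the 2 groups compared, and the order of SCZ_CA vs. SCZ_NA and YH9_CA vs. YH9_NA differs between them.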

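CBF-like protein 1 (CSS023229), a transcription factor of the cold response, went from 0.0333 ± 0.0577 FPKM (SD, n = 3) in SCZ_NA to 27.5 ± 14.8 in SCZ_CA, a log2 fold change of 9.66 (SE 1.41, adjusted p = 9.4e-05 by edgeR). A locus of the embryonic protein DC-8 (CSS032854) rose from 0.326 FPKM to 80.3 ± 31.4 in SCZ and from 0.169 to 129 ± 16.9 in YH9. An early light-induced protein (CSS050741), which binds chlorophyll under light stress, had 7.83 ± 0.886 FPKM in YH9_NA and 4938 ± 399 in YH9_CA, and 9.13 ± 3.13 in SCZ_NA and 11030, 417.4 and 620.1 in the 3 SCZ_CA libraries (log2 fold change 8.75, SE 1.12, adjusted p = 3.2e-05 by edgeR, and 5.97 without SCZ_CA replicate 1). The beta-amylase gene BAM3 (CSS003876), which degrades starch in the chloroplast, rose from 13.9 ± 7.95 to 966 ± 447 FPKM in SCZ and from 24.1 ± 12.1 to 1136 ± 287 in YH9. Of 16 late embryogenesis abundant (LEA), dehydrin and cold-regulated genes, 6 were up-regulated and 2 down-regulated in SCZ, and 7 up-regulated and 1 down-regulated in YH9 (6 and 2, and 8 and 2, when adjusted over the list alone; camera adjusted p = 0.0019 and 6.1e-05, and adjusted p = 0.372 and 0.334 with an estimated correlation). Of 9 fatty acid desaturases, which add double bonds to membrane lipids, 5 rose and 1 fell in SCZ and 5 rose in YH9, with none down there by edgeR (the same counts when adjusted over the list alone; camera adjusted p = 0.00432 and 0.00121, and adjusted p = 0.372 in both with an estimated correlation). Of 54 photosynthesis genes, 32 fell and none rose in SCZ by edgeR (32 when adjusted over the list alone), and 34 fell and 1 rose in YH9 (35 and 1). Their median log2 fold changes were −2.07 and −2.17 (camera adjusted p = 2.0e-11 and 1.6e-12, and adjusted p = 0.785 in both with an estimated correlation). A light-harvesting protein (CSS037525) fell from 4675 ± 47.5 to 116 ± 97.1 FPKM in SCZ, and the 5 kDa protein of photosystem II (CSS043380) from 184 ± 28.3 to 3.14 ± 0.930 in YH9. Of the 44 heat shock proteins, 22 fell and 4 rose in SCZ (23 and 4 when adjusted over the list alone), and 27 fell and 3 rose in YH9 (28 and 3), with camera adjusted p = 0.00432 and 1.3e-10, and adjusted p = 0.852 and 0.507 with an estimated correlation. The SCZ list was not called without SCZ_CA replicate 1 (adjusted p = 0.0515). A chloroplast small heat shock protein (CSS021664) fell from 249 ± 86.0 to 1.89 ± 0.310 FPKM in YH9. Of 29 markers of xylem and secondary wall, 13 were lower and 2 higher in SCZ_CA (14 and 2 when adjusted over the list alone; camera adjusted p = 0.0223, and adjusted p = 0.852 with an estimated correlation), a call also lost with limma on FPKM (adjusted p = 0.0678) and without SCZ_CA replicate 3 (adjusted p = 0.0954). From the numbers of DEGs, the paper concludes that gene expression changed significantly in both the cold-tolerant and the cold-sensitive cultivar during cold acclimation.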

A Venn diagram analysis showed that 18 common unigenes were up-regulated in SCZ and YH9, while 87 common unigenes were down-regulated (Figure 3C). In addition, 1220 up-regulated DEGs were found uniquely in SCZ during cold acclimation, while 2443 unique up-regulated DEGs were obtained in YH9. These up-regulated DEGs unique to SCZ might be related to cold tolerance, while the up-regulated DEGs unique to YH9 might be correlated with cold sensitivity. 

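The genes that were higher than NA in both cultivars at both CA and DA numbered 4, and those that were lower numbered 35. All NA libraries are of day 0, so a difference particular to that harvest cannot be told apart from a lasting response at these genes. The 4 genes, named after their values were seen, were cyclic dof factor 2 (CSS003333), a clock-controlled repressor of flowering, the chloroplast copper transporter PAA1 (CSS000683), a mitochondrial substrate carrier (CSS020671) and an uncharacterized protein (CSS004007). Cyclic dof factor 2 had 13.4 ± 1.57 FPKM (SD, n = 3) in SCZ_NA, 86.2 ± 41.0 in SCZ_CA and 67.5 ± 26.1 in SCZ_DA, and 17.0 ± 3.04, 124 ± 24.4 and 68.5 ± 12.0 in the YH9 groups. Its YH9_DA call (log2 fold change 1.82, SE 0.36, adjusted p = 0.0375 by edgeR) was lost when any one of several libraries was left out, including each YH9_NA and each YH9_DA library. The 35 lower genes include heat shock proteins such as HSP90-2 (CSS033163), 366 ± 89.8 FPKM in SCZ_NA, 34.8 ± 21.0 in SCZ_CA and 30.7 ± 10.5 in SCZ_DA, and light-harvesting proteins. They also include the heat-responsive coactivator multiprotein-bridging factor 1c (CSS053020), with 324 ± 100 FPKM in SCZ_NA, 7.63 ± 5.16 in SCZ_CA and 21.6 ± 8.77 in SCZ_DA, and 252 ± 92.9, 5.11 ± 1.08 and 26.7 ± 15.6 in the YH9 groups. Between the cultivars alone, 2137 genes rose in both at CA and 2740 fell in both, where independent lists would share 509 and 784, and 22 genes up-regulated in SCZ were down-regulated in YH9 and 58 down-regulated in SCZ were up-regulated in YH9. The log2 fold changes of CA vs. NA in SCZ and YH9 had a correlation across genes of 0.584, a covariance of 1.76 and the same sign at most genes. Within a cultivar, CA and DA were compared with the same NA libraries, and 265 up-regulated and 241 down-regulated genes were shared in SCZ (63.1 and 87.5 for independent lists) and 13 and 57 in YH9 (1.87 and 13.2). In 20 simulations no group was changed, and all libraries, NA included, were drawn from a common mean for each gene. CA and DA compared with the same simulated NA libraries then shared at most 0 DEGs. Few genes are called where none changes, so this cannot show how many shared DEGs the common NA libraries add. The covariance of the fold changes was 0.864 in SCZ (0.229 simulated) and 0.556 in YH9 (0.229 simulated), and the correlation across genes 0.421 (0.501 simulated) and 0.390 (0.498 simulated). With 3 NA libraries these could not be split, so part of the excess may come from the shared libraries. When only the 2 groups compared set the spread, 0 genes were up-regulated and 15 down-regulated in all 4 comparisons, and with DESeq2, 20 and 84. Leaving out 1 library gave 0 (without YH9_NA replicate 1) to 6 (without SCZ_CA replicate 2) up-regulated and 14 (without YH9_DA replicate 2) to 56 (without SCZ_CA replicate 2) down-regulated genes.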

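Up-regulation at CA passed the test in SCZ and not in YH9 for 2223 genes, and in YH9 and not in SCZ for 1248. A delta-pyrroline-5-carboxylate dehydrogenase (CSS005626), an enzyme of proline breakdown, rose from 0.0405 ± 0.0529 FPKM (SD, n = 3) to 13.9 ± 12.0 in SCZ (log2 fold change 8.54, SE 0.94, adjusted p = 9.9e-06 by edgeR). In YH9 it had 0.204 ± 0.0473 FPKM at NA and 0.658 ± 0.243 at CA (log2 fold change 1.63, SE 0.70, adjusted p = 0.0861 by edgeR). The difference between these changes was 6.91 (SE 1.07, adjusted p = 0.00467 for the interaction of cultivar and stage in edgeR). An alpha-xylosidase (CSS002844), an enzyme that trims cell wall xyloglucan, went the other way, from 9.75 ± 1.39 to 80.05 ± 47.6 FPKM in YH9 and from 31.2 ± 12.2 to 3.57 ± 3.42 in SCZ. A mitochondrial HSP70 (CSS005429) rose in both, from 32.3 ± 4.55 to 224 ± 57.5 FPKM in SCZ and from 50.5 ± 2.19 to 108 ± 12.0 in YH9, with a difference of 1.87 between the log2 fold changes (SE 0.26, adjusted p = 0.00304 by edgeR). Of the 2223 genes, 85.8% had a positive log2 fold change in YH9, and 178 of them differed between the cultivars in edgeR's interaction test. Of the 1248 genes, 72.1% had a positive log2 fold change in SCZ, and 132 differed. Over all genes 74.2% had the same sign in both cultivars. With the spread taken from only the 2 groups compared, the counts were 1226 for SCZ and 2061 for YH9. They were 1414 for SCZ and 1521 for YH9 with limma on FPKM, and 1929 and 1901 with DESeq2 on only the groups compared, so that the order of the cultivars depends on the test.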

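Some of the widest gaps between SCZ_CA and YH9_CA were at genes that hardly appear in one cultivar. A pair of cinnamyl alcohol dehydrogenase genes of the lignin pathway, CSS000127 and CSS023490, had 39.5 ± 8.52 and 33.2 ± 7.49 FPKM (SD, n = 3) in SCZ_CA against 0.280 ± 0.150 and 0.329 ± 0.127 in YH9_CA. The log2 fold changes were 7.32 (SE 0.45, adjusted p = 7.3e-08) and 6.81 (SE 0.34, adjusted p = 1.1e-08 by edgeR). An alpha-amylase gene (CSS004257) had 10.4 ± 9.81 FPKM in SCZ_CA and 0 counts in every YH9_CA library, at least 437-fold higher against a floor of 3 counts per library. An RD22-like protein (CSS040551), of a dehydration-responsive family, had 10.7 ± 2.97 FPKM in SCZ_CA and 1534 ± 281 in YH9_CA, a log2 fold change of −6.98 (SE 0.91, adjusted p = 5.6e-05 by edgeR). Of 8 caffeine and theanine genes, 7 were lower and none was higher in SCZ_CA by edgeR (8 lower when adjusted over the list alone), with a median log2 fold change of −2.91 (camera adjusted p = 1.4e-05, and adjusted p = 0.507 with an estimated correlation). At NA, 3 were lower and 1 higher (4 and 1 when adjusted over the list alone; camera adjusted p = 0.00928, and adjusted p = 0.785 with an estimated correlation). A theobromine synthase (CSS009866), of the caffeine pathway, had 0.193 ± 0.0397 FPKM in SCZ_CA and 21.1 ± 8.97 in YH9_CA (log2 fold change −6.55, SE 0.43, adjusted p = 1.3e-07 by edgeR), and 0.417 ± 0.236 and 13.5 ± 4.60 at NA. In all, 3859 genes passed the test between the cultivars at CA and not at NA. At NA 78.1% of these had the same sign, and the interaction of cultivar and stage was called at 399. Another 4017 genes differed in the same direction at both stages, 1973 of them higher and 2044 lower in SCZ, where independent lists would share 369 and 389. A further 1516 differed at NA and not at CA.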

For the two comparisons SCZ _ NA vs. YH9 _ NA and SCZ _ CA vs. YH9 _ CA, there were 3119 DEGs found only in SCZ _ CA vs. YH9 _ CA, which might be involved in the response of the tea varieties to the CA stage. To validate the RNA-seq data, changes in the gene expression of nine randomly selected DEGs were analyzed via real-time quantitative RT-PCR (RT-qPCR). Although the fold changes of selected genes differed between RNA-seq and RT-qPCR, a similar trend was observed in both analyses (Supplementary Figure S3).

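Of the 9 genes chosen for RT-qPCR, 4 rose at CA in the RNA-seq data of both cultivars and flavonoid 3',5'-hydroxylase (CSS002582) fell in both. This enzyme of the catechin pathway went from 526 ± 175 FPKM (SD, n = 3) to 10.8 ± 5.22 in SCZ, a log2 fold change of −5.53, and by −4.67 in YH9. Beta-amylase 5 (CSS024024) had log2 fold changes of 4.98 in SCZ and 4.81 in YH9, and a glutathione S-transferase (CSS027109) of 7.17 and 5.40. The omega-3 desaturase (CSS038298) rose by 1.9 in SCZ and 2.37 in YH9, and the stress kinase gene SnRK2.8 (CSS028523) by 3.81 and 1.52. A second glutathione S-transferase (CSS020031) rose by 4.69 in SCZ, and in YH9 its log2 fold change was 0.74 (adjusted p = 0.558 by edgeR). P5CS (CSS022477), an enzyme of proline synthesis, rose by 1.80 in SCZ, and in YH9 it had 0.09 (adjusted p = 0.868 by edgeR). The arginine decarboxylase gene CsADC (CSS043070), the entry to polyamine synthesis, had 2.18 in SCZ (adjusted p = 0.0334) and 1.19 in YH9 (adjusted p = 0.243 by edgeR). The omega-6 desaturase (CSS030929) had 0.80 in SCZ and −0.36 in YH9 and was not called in either. The CsADC call in SCZ was lost without SCZ_CA replicate 2, without any SCZ_NA library, with limma on FPKM and when only the 2 groups compared set the spread (adjusted p = 0.137). The SnRK2.8 call in YH9 (adjusted p = 0.0222 by edgeR) was lost without YH9_NA replicate 1 or YH9_CA replicate 3. The study selected these genes from the DEGs of these samples, so their direction is not independent evidence. RT-qPCR values are not analysed here.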

To further determine the specific expression pathways of the two tea varieties, a functional enrichment analysis of the genomes was performed using KEGG (Figure 3D). The KEGG pathway enrichment analysis of the DEGs showed that there were 12 common pathways between the comparisons of SCZ_CA vs. NA and YH9_CA vs. NA, among which “glycosphingolipid biosynthesis—ganglio series” and “other types of o-glycan biosynthesis” were the most significantly enriched pathways, which indicated that these pathways might be the most relevant to the cold acclimation of tea plants. 

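The loci of the table annotated with the ganglio series pathway and tested are 12 genes named beta-galactosidase, an enzyme that removes galactose and in plants acts mainly on the cell wall. Of these, 10 fell in SCZ_CA vs. SCZ_NA and none rose by edgeR, where 4.41 of the 12 would be expected, and in YH9_CA vs. YH9_NA 6 fell and 1 rose, where 3.42 would be expected. The beta-galactosidase 3-like gene CSS021909 fell from 29.6 ± 19.1 FPKM (SD, n = 3) to 0.307 ± 0.0192 in SCZ (log2 fold change −6.49, SE 0.91, adjusted p = 6.7e-05 by edgeR) and from 19.0 ± 17.2 to 0.445 ± 0.186 in YH9. The gene CSS041116 rose in YH9, from 3.57 ± 2.74 to 18.2 ± 4.25 FPKM (log2 fold change 2.37, adjusted p = 0.0422 by edgeR). Enrichment was tested with Fisher's exact test in 53 pathways with at least 5 tested loci, over the 1080 tested loci that carry a pathway in the table, 397 of them DEGs in SCZ and 308 in YH9. By this test 0 pathways had an adjusted p under 0.05 in either cultivar, and 2 and 3 had an unadjusted p under 0.05. The ganglio series had an adjusted p = 0.0661 in SCZ and 0.761 in YH9. It passed in SCZ when down-regulated genes were tested alone (adjusted p = 0.00035) or when all tested genes were the background (adjusted p = 0.0352). Leaving out 1 library gave 0 or 1 pathways in SCZ. The paper proposes that the ganglio series and other types of O-glycan biosynthesis, the 2 most enriched of the shared pathways, are those most relevant to cold acclimation.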

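Of 112 tested loci annotated with starch and sucrose metabolism, 19 rose and 27 fell in SCZ_CA vs. SCZ_NA (41.2 expected in all), and 22 rose and 18 fell in YH9_CA vs. YH9_NA (31.9 expected). Of 20 loci of fatty acid elongation, which lengthens acyl chains for waxes and sphingolipids, 2 rose and 7 fell in SCZ (7.35 expected) and 2 rose and 5 fell in YH9 (5.70 expected). Fisher's exact test gave an adjusted p = 1 for both pathways in SCZ, and 0.779 and 1 in YH9. Arginine biosynthesis is annotated at 3 loci of the table, fewer than the 5 required for a test. A list of 11 arginine biosynthesis genes was therefore taken by enzyme name. In YH9_CA vs. YH9_NA 7 of them fell and none rose by edgeR (7 when adjusted over the list alone), with a median log2 fold change of −1.06 (camera adjusted p = 0.00409, and adjusted p = 0.785 with an estimated correlation). In SCZ_CA vs. SCZ_NA the list had an adjusted p = 0.409 (camera). Without the 2 argininosuccinate synthase loci, whose counts contradict their FPKM, these values were 0.0132 in YH9, with 5 of 9 genes lower, and 0.282 in SCZ.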

Compared with the set obtained for YH9_CA vs. NA, four significantly enriched pathways were uniquely observed in the set for SCZ_CA vs. NA, which were “fatty acid elongation”, “starch and sucrose metabolism”, “arginine biosynthesis”, and “butanoate metabolism”. Amino acid biosynthesis was specifically enriched during the cold acclimation of SCZ, which was consistent with the metabolomics analysis results. In addition, “glycine, serine and threonine metabolism” were enriched by comparing SCZ _NA vs. YH9 _NA and SCZ _CA vs. YH9 _CA, “arginine and proline metabolism” and “D-alanine metabolism” were specifically enriched in SCZ _CA vs. YH9 _CA, and SCZ _NA vs. YH9 _NA was specifically enriched in “tyrosine metabolism”, “arginine biosynthesis”, and “alanine, aspartate, and glutamate metabolism”. 

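Of 12 tested loci annotated with glycine, serine and threonine metabolism, 2 differed between SCZ_NA and YH9_NA, both higher in SCZ (1.42 expected), and 4 differed between SCZ_CA and YH9_CA, 2 higher and 2 lower (2.52 expected). Neither pathway count passed Fisher's exact test (adjusted p = 1 in both). Phenylalanine, tyrosine and tryptophan biosynthesis had 28 tested loci, of which 1 differed at NA (3.32 expected) and 3 at CA (5.88 expected). Arginine and proline metabolism is annotated at 5 loci of the table, and at too few tested loci for a test. No pathway passed between the cultivars, 0 of 53 at NA and 0 of 53 at CA at an adjusted p under 0.05, and 2 and 4 had an unadjusted p under 0.05 by the same test. In the lists taken by enzyme name, arginine biosynthesis had 3 genes higher and 1 lower in SCZ_CA than in YH9_CA (camera adjusted p = 0.434), and 1 higher and 1 lower without the 2 argininosuccinate synthase loci (adjusted p = 0.69). Glutamine and glutamate synthesis had 3 of 14 genes higher and none lower by edgeR (camera adjusted p = 0.257), and lysine and aspartate-family biosynthesis 1 higher and none lower (camera adjusted p = 0.158).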

All the above-mentioned pathways might be correlated with the cold resistance of tea plants.

### 2.4. Integrated Analysis of Transcriptomic and Metabolomic of SCZ and YH9

To further examine the relationship between DEGs and the differential accumulation metabolites in tea plants responsive to cold acclimation, a co-expression network analysis of the transcriptomic and metabolomic data was conducted to compare SCZ_CA and YH9_CA. Screening of DEGs and differentially accumulated metabolites by Pearson correlation coefficients of >0.8 and a heatmap analysis revealed 97 metabolites regulated by 4571 genes in the CA stage, and Figure 4A vividly displays their clustering characteristics. A combined KEGG analysis of DEGs and differential accumulation metabolites was also conducted. Results showed that the DEGs and differential accumulation metabolites enriched in the pathways of “purine metabolism”, “biosynthesis of amino acids”, and “tyrosine metabolism” exhibited consistent expression patterns with significant differences (*p*−value < 0.05). Among them, only the “amino acid biosynthesis” pathway was significantly different (*p*−value < 0.01), further confirming the conclusion that SCZ was mainly positively regulated by amino acid biosynthesis in the CA stage (Figure 4B). Therefore, we detected the amino acid contents of the two tea plant varieties in the CA stage (Supplementary Table S4). In the CA stage, the aspartic acid, ornithine, and arginine contents of SCZ were significantly higher than those of YH9. These results were consistent with the accumulation of arginine in the metabolomics. Figure 4C shows the construction of the gene–metabolite association network for the amino acid biosynthesis pathway. A total of 21 unigenes involved in amino acid biosynthesis and metabolism were highly positively or negatively correlated with lysine and L−arginine, including primary−amine oxidase (*AOC*), 2,3−bisphosphoglycerate−independent phosphoglycerate mutase (*gpmI*), S−adenosylmethionine synthetase (*MAT*), cyclohexadienyl dehydratase (*pheC*), spermine synthase (*SPMS*), and ketol−acid reductoisomerase (*ilvC*) genes.

### 2.5. Expression of Genes and Changes of Metabolites in Amino Acid Biosynthesis in the CA Stage

The biosynthesis pathways of amino acids in tea plants in response to cold acclimation are illustrated in detail by combining the KEGG databases (Figure 5). Amino acid biosynthesis originates from the glycolysis pathway. *PFK*, *PGK*, *ENO, PK,* and *CS* are key genes in the glycolysis/gluconeogenesis pathway, catalyzing the formation of glyceraldehyde 3-phosphate, 3-phospho-D-glycerate, phosphoenolpyruvate, pyruvate, and citrate. Our data show that SCZ_CA has higher *HK*, *PGAM*, *PK*, and *CS* gene expression levels than YH9_CA, which may lead to the continuous accumulation of catalytic reaction products. However, the direct products of these catalytic reactions were not detected in this study.

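Of the 4 enzymes, pyruvate kinase and phosphoglycerate mutase had genes far higher in SCZ_CA than in YH9_CA, and hexokinase and citrate synthase had none past the test. The 3 with the largest differences were already higher in SCZ at NA by edgeR, with log2 fold changes of 3.48 (CSS015237), 4.23 (CSS029439) and 5.31 (CSS011304). Pyruvate kinase, which makes pyruvate at the end of glycolysis, was higher at 3 of 8 genes and lower at none by edgeR. Its gene CSS015237 had 11.3 ± 3.76 FPKM (SD, n = 3) in SCZ_CA and 0.503 ± 0.0259 in YH9_CA, a log2 fold change of 4.70 (SE 0.29, adjusted p = 8.6e-08 from edgeR's quasi-likelihood test). CSS024616 had 116 ± 66.5 and 62.1 ± 8.49 FPKM (log2 fold change 1.11, adjusted p = 0.0145 by edgeR), and CSS020219 a log2 fold change of 1.82 (adjusted p = 0.0258 by edgeR). The genes of phosphoglycerate mutase and hexokinase were taken by product description, which includes mutase-like and family proteins. Phosphoglycerate mutase, which moves the phosphate of phosphoglycerate, was higher at 2 and lower at 1 of 9 genes. CSS029439 had 5.21 ± 1.76 FPKM in SCZ_CA and 0.153 ± 0.0649 in YH9_CA (log2 fold change 5.25, SE 0.55, adjusted p = 9.2e-06 by edgeR), and CSS011304 6.30 ± 2.38 and 0.230 FPKM (log2 fold change 4.95, adjusted p = 8.2e-05). The lower gene, CSS002873, is described only as phosphoglycerate mutase-like (protein AT74). It had 7.22 ± 1.399 and 16.7 ± 1.38 FPKM, a log2 fold change of −1.01 (adjusted p = 0.00211 by edgeR). This lay so near the 2-fold threshold that other scalings and 5 of the libraries left out ended the call. Hexokinase, the entry to glycolysis, had log2 fold changes of −0.47 to 1.46 at 5 genes, of which 2 were positive. CSS052112 had 31.9 ± 4.22 FPKM in SCZ_CA and 51.2 ± 3.70 in YH9_CA (log2 fold change −0.47, adjusted p = 0.0326 by edgeR), under 2-fold. Citrate synthase (CSS007938) had 38.4 ± 17.7 and 29.9 ± 0.593 FPKM (log2 fold change 0.56, SE 0.23, adjusted p = 0.0755 by edgeR). Of 51 glycolysis and citrate synthase genes, 8 were higher and 3 lower in SCZ_CA (camera adjusted p = 0.118). The pyruvate kinase calls at CSS024616 and CSS020219 were lost with limma on FPKM, the first also without SCZ_CA replicate 2, YH9_CA replicate 2 or 3 and the second without SCZ_CA replicate 1 or any YH9_CA library. The positive sign at the pyruvate kinase gene CSS011553 (log2 fold change 0.21) turned negative with limma on log2(FPKM + 1), while the log2 ratio of its mean FPKM was 0.0072. The paper proposes that the higher expression of these enzymes leads to an accumulation of their products.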

The amino acid biosynthesis pathway is divided into five branches: histidine, aromatic amino acid (phenylalanine and tyrosine), branched-chain amino acid (leucine), and basic amino acid (lysine and arginine) biosynthesis pathways. The transcriptomic analysis screened the critical genes involved in amino acid synthesis and degradation pathways in tea plants. 

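In the branch from the pentose phosphate pathway to histidine, 1 gene each of rpiA, hisG and hisC was higher in SCZ_CA than in YH9_CA. Before acclimation, 1 gene each of rpiA and hisC was already called higher in SCZ by edgeR, and the largest log2 fold changes were 1.44 and 2.84. No gene of the 3 enzymes was called in SCZ_CA vs. SCZ_NA or at the interaction, and 2 rpiA genes fell in YH9_CA vs. YH9_NA. The rpiA gene CSS011886, a ribose 5-phosphate isomerase, had 10.1 ± 6.09 FPKM (SD, n = 3) in SCZ_CA and 1.94 ± 0.712 in YH9_CA, a log2 fold change of 2.63 (SE 0.49, adjusted p = 0.00084 by edgeR). The hisG gene CSS022362, an ATP phosphoribosyltransferase that opens histidine synthesis, had 29.8 ± 8.41 and 10.8 ± 1.91 FPKM (log2 fold change 1.68, SE 0.23, adjusted p = 7.2e-05 by edgeR). A hisC locus of CSS038359, a histidinol-phosphate aminotransferase, had 6.07 ± 2.78 and 1.19 ± 0.507 FPKM (log2 fold change 2.49, SE 0.44, adjusted p = 0.000624 by edgeR). Of the loci drawn in Fig. 5, 2 more of rpiA, 1 more of hisG and 2 more of hisC had positive log2 fold changes of 0.51 or more without passing. No RPE or PRPS gene passed, 0 of 3 and 0 of 2. The RPE gene CSS030848, a ribulose-phosphate epimerase, had 34.2 ± 10.4 and 20.2 ± 4.13 FPKM, a log2 fold change of 0.96 (SE 0.22, adjusted p = 0.00341 by edgeR) that fell short of 2-fold and passed it without SCZ_CA replicate 2, YH9_CA replicate 1 or YH9_CA replicate 3. The PRPS genes had log2 fold changes of 0.28 and 0.34. In the histidine list, hisG rose above the threshold and histidinol dehydrogenase (CSS011155), which completes the pathway, was lower in SCZ_CA, with 6.35 ± 1.84 against 15.0 ± 1.12 FPKM (log2 fold change −1.04, adjusted p = 0.000218 by edgeR), a call lost without SCZ_CA replicate 2 or 3. The list as a whole had a camera adjusted p = 0.64.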

In comparing SCZ_CA and YH9_CA, high expression levels of the *RPE*, *rpiA*, *PRPS*, *hisG,* and *hisC* genes were observed in the cold-tolerant SCZ, which were consistent with the accumulation of histidine, the catalytic reaction product. 

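Of the aromatic amino acid genes drawn in Fig. 5, 1 was higher in SCZ_CA than in YH9_CA and the rest did not pass the test. The aroC gene CSS042902, a chorismate synthase, had 0.614 ± 0.626 FPKM (SD, n = 3) in SCZ_CA and 0.180 ± 0.0839 in YH9_CA, a log2 fold change of 1.897 (SE 0.63, adjusted p = 0.0303 by edgeR). This call was lost with limma on FPKM, when only the 2 groups compared set the spread, and without SCZ_CA replicate 1, YH9_CA replicate 1 or YH9_CA replicate 2. A more abundant aroC gene, CSS051980, had 71.9 ± 15.6 and 49.3 ± 2.71 FPKM (log2 fold change 0.75, adjusted p = 0.0289 by edgeR), under 2-fold. The 5 aroK genes, shikimate kinases, had log2 fold changes of 0.50 to 0.88, and CSS042038, described in the table as a probable inactive shikimate kinase, reached 27.2 ± 5.20 against 17.4 ± 3.34 FPKM (log2 fold change 0.86, adjusted p = 0.00263 by edgeR). The aroF gene CSS032939, which opens the shikimate pathway, had 54.6 ± 49.1 and 44.6 ± 14.0 FPKM, a log2 fold change of 0.48 (adjusted p = 0.512 by edgeR). This turned negative with limma on log2(FPKM + 1) and without SCZ_CA replicate 2. The aroE gene CSS040912 had a log2 fold change of 0.35 (adjusted p = 0.831 by edgeR), which also turned negative with that limma test. The log2 ratios of mean FPKM were positive, 0.29 for aroF and 0.18 for aroE. The 2 pheC genes had log2 fold changes of 0.23 and 0.51, of which the smaller turned negative under TPM. The tyrA2 gene CSS006200, an arogenate dehydrogenase that makes tyrosine, had 6.94 ± 2.27 FPKM in SCZ_CA and 13.6 ± 4.96 in YH9_CA, a log2 fold change of −0.77 (SE 0.52, adjusted p = 0.271 by edgeR). In a wider list of 37 aromatic amino acid genes, 2 were higher and 9 lower in SCZ_CA (2 and 10 when adjusted over the list alone; camera adjusted p = 0.158).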

In the aromatic amino acid biosynthesis pathway, we observed that the *aroF*, *aroE*, *aroK*, *aroC*, *tyrA2,* and *pheC* genes were highly expressed in SCZ, which was consistent with the accumulation of phenylalanine and tyrosine. In the biosynthesis pathway of aspartate−derived amino acids, the expression levels of genes encoding *GOT1*, *AK,* and *dapB* increased, which was consistent with the significant accumulation of lysine. 

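One of the 5 aspartate-branch genes drawn in Fig. 5 was higher in SCZ_CA than in YH9_CA. The GOT1 gene CSS022728, an aspartate aminotransferase, had 64.1 ± 14.3 FPKM (SD, n = 3) in SCZ_CA and 36.5 ± 9.96 in YH9_CA, a log2 fold change of 1.03 (SE 0.27, adjusted p = 0.00801 by edgeR). This call was lost without SCZ_CA replicate 2 or YH9_CA replicate 1 and with limma on FPKM. The other GOT1 gene, CSS007715, had a log2 fold change of 0.52 (adjusted p = 0.453 by edgeR) that turned negative with limma on log2(FPKM + 1) and without SCZ_CA replicate 2. The log2 ratio of its mean FPKM was 0.33. The AK locus, where the table merges an aspartate kinase with a coiled-coil protein gene (CSS016075 and CSS016076), had 6.89 ± 3.42 and 4.72 ± 1.3 FPKM (log2 fold change 0.76, SE 0.83, adjusted p = 0.513 by edgeR). The dapB gene CSS032138, drawn as a reductase of lysine synthesis and hypothetical in the table, had 5.79 ± 3.85 and 3.26 ± 0.750 FPKM (log2 fold change 1.05, SE 0.46, adjusted p = 0.0892 by edgeR), and it passed without SCZ_CA replicate 2. The dapB locus of CSS022193 had a log2 fold change of 0.29 (adjusted p = 0.358 by edgeR).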

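Of the genes from glutamate to ornithine and citrulline, argD was higher in SCZ_CA than in YH9_CA. This gene (CSS033920), an acetylornithine aminotransferase, had 5.32 ± 1.21 FPKM (SD, n = 3) in SCZ_CA and 3.01 ± 0.694 in YH9_CA, a log2 fold change of 1.03 (SE 0.27, adjusted p = 0.00863 by edgeR). The call was lost without SCZ_CA replicate 2 or 3 or YH9_CA replicate 3, with limma on FPKM, and when only the 2 groups compared set the spread (adjusted p = 0.0709). By edgeR, argD was already higher in SCZ_NA than in YH9_NA (log2 fold change 1.02). It fell at CA in both cultivars, by −1.10 in SCZ and −1.11 in YH9, and was not called at the interaction (difference 0.013). The argC gene CSS040683, drawn as acetylglutamyl-phosphate reductase and uncharacterized in the table, had 20.6 ± 4.09 and 14.3 ± 3.93 FPKM (log2 fold change 0.73, SE 0.24, adjusted p = 0.0319 by edgeR), under 2-fold. GLT1 (CSS020045), a glutamate synthase, had 12.3 ± 8.30 and 8.17 ± 2.51 FPKM (log2 fold change 0.84, SE 0.56, adjusted p = 0.275 by edgeR), and argE (CSS052817) 18.8 ± 4.81 and 15.4 ± 1.41 FPKM (log2 fold change 0.51, SE 0.25, adjusted p = 0.134 by edgeR). The OTC genes, ornithine carbamoyltransferases that make citrulline, did not pass. CSS051682 had 1.79 ± 1.13 FPKM in SCZ_CA and 1.08 ± 0.438 in YH9_CA (log2 fold change 0.94, SE 0.40, adjusted p = 0.0857 by edgeR). CSS018072 had 9.13 ± 4.29 and 7.67 ± 2.07 FPKM (log2 fold change 0.49, SE 0.33, adjusted p = 0.27 by edgeR). For argininosuccinate synthase (ASS1) the table's counts and FPKM give different answers, and no call is drawn from either. By counts, edgeR gave log2 fold changes of 1.597 (SE 0.36, adjusted p = 0.00325) for CSS032116 and 1.03 (SE 0.29, adjusted p = 0.0124) for CSS029169 between SCZ_CA and YH9_CA. By FPKM, CSS032116 had 5.34 ± 0.947 and 4.11 ± 0.471 (limma adjusted p = 0.577) and CSS029169 had 28.0 ± 3.56 and 24.0 ± 5.38 (limma adjusted p = 0.453). Over the 78 loci drawn in Fig. 5, 14 of 77 tested were higher and 0 lower in SCZ_CA by edgeR (12 higher without ASS1), and 71 had a positive log2 fold change. With limma on log2(FPKM + 1), 64 were positive and 7 were called. Before acclimation, 53 of the 77 were already positive and 8 called in SCZ_NA vs. YH9_NA by edgeR. The study chose these loci on the same samples.

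**Figure D3:**
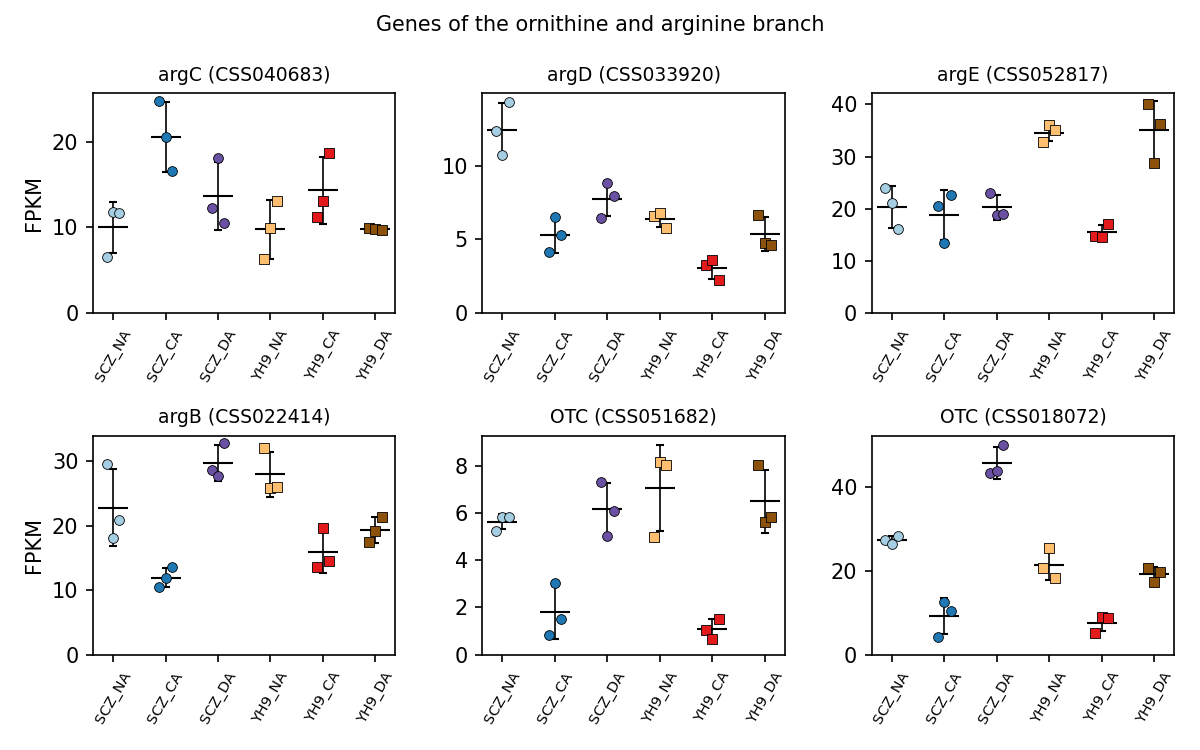
FPKM (y axis, from 0) of argC, argD, argE, argB and the 2 OTC genes in each library, by group (x axis). Points are libraries, circles SCZ and squares YH9, and the dash and bar are the mean and SD of 3 replicates. Both OTC genes are lowest in SCZ_CA and YH9_CA, and the SCZ_CA and YH9_CA points of the OTC genes overlap.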

In the pathway of glutamine and arginine biosynthesis, we observed that the expression levels of genes encoding *GLT1*, *argC*, *argD*, *argE*, *OTC*, and *ASS1* in SCZ_CA were higher than those in YH9_CA. By contrast, the genes encoding *argB* and *GLUL* showed opposite expression patterns. 

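Neither argB nor any GLUL gene differed between SCZ_CA and YH9_CA by edgeR. The argB gene CSS022414, an acetylglutamate kinase, had 12.0 ± 1.54 FPKM (SD, n = 3) in SCZ_CA and 16.0 ± 3.23 in YH9_CA, a log2 fold change of −0.19 (SE 0.28, adjusted p = 0.636). Glutamine synthetase (GLUL) CSS030824 had 64.5 ± 26.4 and 110 ± 23.7 FPKM (log2 fold change −0.53, adjusted p = 0.186 by edgeR), and CSS043906 and CSS018046 had −0.26 and −0.20 (adjusted p = 0.613 and 0.676). The negative sign at CSS018046 turned positive without SCZ_CA replicate 2. The 3 GLUL genes fell during cold acclimation in both cultivars, with log2 fold changes of −1.78 to −1.23 in SCZ and −1.83 to −1.51 in YH9. Of 14 glutamine and glutamate synthesis genes, 6 fell in SCZ and 8 in YH9, and none rose in either by edgeR (camera adjusted p = 0.321 and 0.04, the latter adjusted p = 0.692 with an estimated correlation). In SCZ, the calls at CSS030824 and CSS018046 were lost when only the 2 groups compared set the spread.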

The expression of these genes may be related to arginine and glutamine accumulation.

### 2.6. Exogenous Application of Arginine Improved Cold Tolerance in Tea Plants

Through the comprehensive transcriptomic and metabolomic of a cold-tolerant variety of SCZ and a cold-sensitive variety of YH9 under cold acclimation, it was found that the synthesis of amino acids was the main factor for the difference in cold resistance of tea plants, among which arginine had the most significant difference. To validate the role of arginine in the cold stress of the tea plants, assays were performed under an exogenous supply of arginine (1% *w*/*v*). Arginine application significantly alleviated the cold stress-induced damage of SCZ (Figure 6A). Consistently, the peroxidase (POD) activities of tea leaves sprayed with arginine at −4 °C increased by 37.50% (Figure 6B). Catalase (CAT) activities significantly increased by one-fold.

UPLC measured the polyamine content in tea leaves after spraying the foliage with arginine. The concentrations of putrescine, spermidine, and spermine were significantly increased. The levels of spermidine and spermine were 16.82% and 93.60% higher than they were under cold stress, respectively, and the putrescine content increased by 7.63-fold (Figure 6C). The expression of genes related to the polyamine synthesis pathway was analyzed. The results showed that expression levels of arginine decarboxylase (*CsADC*), agmatine iminohydrolase (*CsAIH*), N-carbamoylputrescine amidohydrolase (*CsCPD*), spermidine synthase (*CsSPDS*), and spermine synthase (*CsSPMS*) were significantly increased following treatment with arginine after cold stress and were significantly higher than in tea leaves exposed to cold stress alone, especially the expression levels of *CsADC* (Figure 6D).

The CBF–COR regulation pathway is an important cold regulation pathway in tea plants. Our results showed that spraying arginine had a regulatory effect on this pathway. The exogenous application of arginine enhanced the expression of *CBFs* under cold stress (Figure 6E). The expression levels of *CsCBF2* and *CsCBF3* were significantly increased by 3.46- and 7.52-fold, while *CsCBF1* expression was most significantly increased by 28.94-fold. The transcription of three downstream COR genes (*CsLEA*, *CsLEA3L-1*, and *CsCIP*) increased significantly following the exogenous application of arginine.

## 3. Discussion

Cold stress is an uncontrollable climate factor that can impair the growth of tea plants, thus limiting tea yield and quality [25]. The modes of physiological and molecular responses to cold stress have been demonstrated in tea plants [26]. However, these studies have mainly been conducted on a single tea variety, and the investigation of the cold resistance of a single tea variety may have specific limitations. In this study, we compared the transcriptional and metabolic profiles of SCZ (*Camellia sinensis* var. ”*Shuchazao*”) and YH9 (*C. sinensis* var. *assamica* “*Yinghong 9*”) during cold acclimation and found that amino acid biosynthesis may be the pathway responsible for the differences in the cold resistance of tea cultivars.

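Which cultivar had more genes that changed with cold acclimation depended on how the spread was estimated. With a spread shared by all 18 libraries, edgeR called 1.32 times as many DEGs in SCZ_CA vs. SCZ_NA as in YH9_CA vs. YH9_NA, and DESeq2 1.28 times as many. With the spread of only the 2 groups compared, the ratio was 0.704 in edgeR and 0.951 in DESeq2. For heat shock proteins, the interaction of cultivar and stage was called at 3 of 44 genes, all less reduced or more raised in SCZ (8 when adjusted over the list alone; camera adjusted p = 4.1e-05, and adjusted p = 0.785 with an estimated correlation). Jasmonate synthesis genes fell at 9 of 15 in SCZ and at 6 in YH9, where 1 rose (camera adjusted p = 0.000593 and 0.00557). Both list calls were lost with an estimated correlation, and camera did not call this list at the interaction. Ribosomal protein genes rose at 69 of 233 and fell at 14 in SCZ, and rose at 14 and fell at 15 in YH9, and the interaction was called at 8 higher and 1 lower of these genes (13 and 4 when adjusted over the list alone; camera adjusted p = 5.5e-07, and adjusted p = 0.852 with an estimated correlation). Over all genes, the test of the difference between the cultivars' responses called 731 genes, 362 with a larger and 369 with a smaller log2 fold change in SCZ. It called 278 with the spread of only the groups compared, 2331 with DESeq2 and 1656 with limma on FPKM, where 36.4% instead of 49.5% of the calls were larger in SCZ, and leaving out 1 library gave 281 (without YH9_NA replicate 2) to 1426 (without SCZ_CA replicate 1).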

At the transcriptional level, cold-sensitive tea cultivars were more disturbed by cold acclimation [27], since more CA-responsive genes were identified in YH9 (Figure 3B). However, at the metabolic level, we found more cold acclimation-responsive metabolites in the cold-tolerant SCZ (Figure 2B), suggesting that post-transcriptional regulation plays a vital role in the cold tolerance of tea plants. Free amino acids play an essential role in plant development and metabolism [28]. Amino acids are nitrogenous organic compounds, the main products of nitrogen and sulfur metabolism under environmental stress [29]. The accumulation of amino acids is frequently observed in many plant species subjected to cold stress [30,31,32]. A study found the amino acid accumulation of cold-tolerant tea varieties is significantly higher than that of cold-sensitive tea varieties under cold acclimation [33]. The accumulation of amino acids and amino acid derivatives contributes to the low temperature acclimation of *Arabidopsis* and *Thellungiella*, including alanine, asparagine, β-alanine, histidine, isoleucine, phenylalanine, serine, threonine, and valine [34]. In this study, we observed the specific accumulation of L-5-oxoproline, L-histidine, L-phenylalanine, L-arginine, lysine, glutamine, leucine, and tyrosine in the cold-tolerant SCZ during cold acclimation (at least one stage) (Figure 2D). We attended the enrichment of pathways related to amino acid biosynthesis in SCZ, for example, the arginine biosynthesis pathway (Figure 3D). These results indicated that the accumulation of amino acids during cold acclimation mainly occurred in cold-tolerant SCZ.

Lysine is considered the most important essential amino acid, affecting the utilization of other amino acids. Lysine plays a role in the abiotic stress response mainly through glycosamine pathway catabolism [35]. It induces the jasmonic acid signaling pathway and tryptophan metabolism in the stress response [36]. In our study, SCZ showed a significant increase in lysine content in the CA stage, which was 5.61-fold higher than YH9. Aspartate aminotransferase (*GOT1*) and aspartate kinase (AK) are essential enzymes that catalyze aspartate biosynthesis [37,38]. Studies have shown that the average activities of aspartic acid aminotransferase (*GOT1*) and aspartic acid kinase (AK) in rice grains were significantly increased under abiotic stress, and the lysine content was also increased considerably [39]. 4-Hydroxy-tetrahydrodipicolinate reductase (dapB) is the core enzyme of lysine biosynthesis, which can synthesize lysine in bacteria and plants, but its expression in stress is unknown [40]. In the CA stage, the expression levels of the *GOT1*, *AK,* and *dapB* genes involved in the lysine biosynthesis pathway were higher in SCZ than in YH9, indicating that the lysine biosynthesis pathway played an important role in improving the cold tolerance of the tea plant (Figure 5). Arginine is a metabolically versatile amino acid with a high N/C ratio and plays a vital role in stress defense mechanisms [41]. For example, a high level of arginine accumulation was observed in wild watermelon (*Citrullus lanatus*) under drought stress [42]. After cold treatment, α-ketoglutarate derivatives (arginine) accumulated in strawberry leaves [43]. The data showed a significant accumulation of arginine in SCZ in the CA stage, and the arginine content in SCZ was 11.92-fold that of YH9, which meant arginine showed the most variation of all the amino acid substances among the tea cultivars. Similar findings were also recorded in peanut varieties (*Zhonghuahei1* and *Zhongkaihua151*) [44]. Arginine is formed by ornithine carbamoyltransferase (*OTC*) and synthesized by argininesuccinate synthase (*ASS1*) [41]. After arsenic stress, a different expression of *OTC* protein in maize leaves was inoculated with arbuscular mycorrhizal fungi (AMF) [45]. The plant argininesuccinate synthase gene *Gh ASS1* was cloned from cotton, suggesting its possible role in regulating plant stress resistance [46]. In the CA stage, the expression of the *OTC* gene involved in arginine biosynthesis in SCZ was higher than in YH9. By contrast, the difference in *ASS1* genes between SCZ and YH9 was not noticeable, indicating that the *OTC* gene may play an essential role in arginine accumulation (Figure 5).

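Both OTC genes fell during cold acclimation in both cultivars. CSS018072 had 27.4 ± 0.999 FPKM (SD, n = 3) in SCZ_NA and 21.5 ± 3.70 in YH9_NA, and CSS051682 had 5.63 ± 0.334 and 7.05 ± 1.81. Their log2 fold changes at CA were −1.44 (SE 0.33, adjusted p = 0.003) and −1.51 (SE 0.41, adjusted p = 0.0077) in SCZ, and −1.53 (SE 0.33, adjusted p = 0.00279) and −2.72 (SE 0.42, adjusted p = 0.000247) in YH9 by edgeR. The SCZ calls were lost when only the 2 groups compared set the spread. After de-acclimation CSS018072 was higher in SCZ_DA, with 45.7 ± 3.71 FPKM, than in YH9_DA (log2 fold change 1.42, SE 0.33, adjusted p = 0.00437 by edgeR). The interaction of cultivar and CA was not called for CSS018072 (adjusted p = 0.951) or CSS051682 (adjusted p = 0.263) by edgeR.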

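The counts and the FPKM of both ASS1 loci contradict each other in all SCZ_CA and SCZ_DA libraries, and those of CSS032116 also in YH9_CA replicate 1. At CSS032116 the mean count in SCZ_CA was 2105 where the FPKM implies 815, in SCZ_DA 624 where it implies 2104, and in YH9_CA 638 where it implies 499. At CSS029169 the mean counts were 4176, 2046 and 1903 in these groups, where the FPKM implies 2412, 4176 and 1647. In SCZ_NA, YH9_NA and YH9_DA the counts equal those implied within 0.144%, with means of 2674, 2440 and 2244 at CSS032116 and 3341, 4271 and 3449 at CSS029169. The counts given for SCZ_CA replicates 1, 2 and 3 equal, within 0.203%, those that the FPKM implies for SCZ_DA replicates 1, 2 and 3. In these 13 cells the deviation passed 0.5 on the log2 scale, and in the other YH9_CA cells it was 0.048 to 0.424. All other loci with counts of at least 20 in at least 6 libraries deviated by at most 0.175 there. Among all tested loci with a ratio, group means of the 2 measures gave fold changes in SCZ_CA vs. YH9_CA over 2-fold apart at 9 of 28127. Whether values of either measure were exchanged between groups was not tested, and which of them is right was not settled here. If both measures were exchanged, the direction between SCZ_CA and YH9_CA could differ from the one either gives as labelled. The paper proposes from the expression of OTC and ASS1 that OTC plays an essential role in arginine accumulation.

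**Figure D4:**
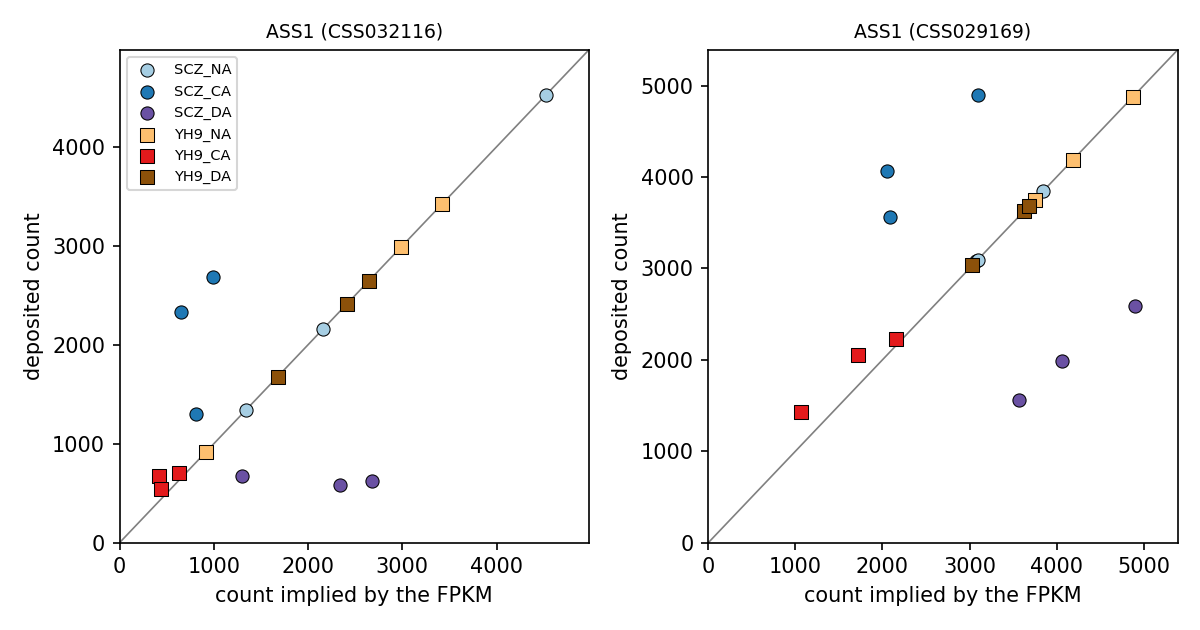
Deposited count (y axis) against the count implied by the FPKM (x axis) at the 2 ASS1 loci. Each point is 1 library, circles are SCZ and squares YH9, color gives the group, and the grey line marks equal values. The SCZ_CA points lie above the line, the SCZ_DA points below it, and those of SCZ_NA, YH9_NA and YH9_DA on it.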

Glutathione is an antioxidant commonly found in plants and plays a crucial role in maintaining tissue antioxidant defenses and regulating redox-sensitive signal transduction [47]. Studies have shown that as a signaling molecule, glutathione has cross-talk with other signaling molecules to enhance plant adaptation to adversity [48]. In this study, glutathione accumulation was significantly higher in SCZ_CA than in YH9_CA. The synthesis of glutathione occurs via two enzymatic steps; The first step in the synthesis is catalyzed by γ-glutamylcysteine synthetase (GCLC), and the second is catalyzed by glutathione synthetase (*GS*) [49]. It has been reported that *GCLC* and *GS* transcription levels in *Medicago falcata* increased under cold treatment [50]. In addition, the chilling tolerance of tomato plants after *GCLC* and *GS* co-silencing decreased. In this study, the expression of the *GCLC* and *GS* genes involved in glutathione biosynthesis in SCZ was higher than in YH9 (Figure 5).

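The GCLC and GS genes had higher means in SCZ_CA than in YH9_CA, by less than 2-fold. GCLC (CSS028900), a glutamate-cysteine ligase that opens glutathione synthesis, had 40.4 ± 13.8 FPKM (SD, n = 3) in SCZ_CA and 30.1 ± 3.35 in YH9_CA, a log2 fold change of 0.64 (SE 0.25, adjusted p = 0.0584 by edgeR). Glutathione synthetase (GS, CSS047264) had 4.14 ± 0.700 and 2.67 ± 0.746 FPKM (log2 fold change 0.84, SE 0.30, adjusted p = 0.0398 by edgeR), and without YH9_CA replicate 3 it passed 2-fold. GS fell during cold acclimation in both cultivars, with log2 fold changes of −1.95 in SCZ and −1.94 in YH9. In a list of glutathione synthesis and transfer genes, 14 were higher and 11 lower in SCZ_CA than in YH9_CA (camera adjusted p = 0.966).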

In general, cold-tolerant varieties/lines possess higher levels of endogenous PAs relative to cold-sensitive species in response to cold stress [51]. Under low-temperature conditions, an apple’s putrescine and spermidine content is higher than that under normal conditions [52]. In potatoes, the overexpression of *ADC1* lines increases cold tolerance by activating the CBF regulatory pathway and there may be an interaction between CBFs and putrescine [53]. It was also shown that overexpression of the *CsICE1* gene promotes polyamine accumulation through interaction with *ADC* genes and plays a positive role in cold tolerance [54]. Arginine is the precursor of polyamine biosynthesis mediated via arginine decarboxylase (*ADC*) [53]. Studies reported that ADC-catalyzed putrescine synthesis contributes to potato freezing tolerance [55]. This study showed that exogenous arginine supply increased the expression of the *CsADC* and *CsSPMS* genes, and the putrescine content in tea plants under cold stress, thereby enhancing the cold stress tolerance of the tea plants (Figure 6). The CBF–COR regulatory pathway represents a critical pathway in the cold signaling mechanisms of many species [27,55]. In this study, three *CBF* genes were screened via a transcriptomic analysis and all the *CBF* genes members were induced under cold stress following treatment with arginine. The expression levels of *CsCBF1* were dramatically increased by approximately 30-fold. The expression of *CBF* genes was positively correlated with cold tolerance, and the expression of downstream CORs was activated by binding with DRE/CRT cis-acting elements [56]. In our study, three putative CORs regulated by *CBF* genes were also up-regulated. In *Arabidopsis*, studies involving CBF regulators reported that the levels of fructose, glucose, GABA, putrescine, and raffinose were regulated by CBFs [57]. In addition, arginine may also increase NO levels [58], which in turn act as a signal to activate *MPK1*/*2* transcripts and enhance the expression of *CBF1*, thereby improving the cold resistance of tomatoes [59]. However, the transgenic system of tea plant has not been established yet, so the number of functionally characterized genes is still small. In this study, the key genes of amino acid metabolism pathway in tea leaves are almost not cloned and identified. Therefore, the annotation and pathway of these genes can only be predicted based on other related species.

## 4. Materials and Methods

### 4.1. Plant Materials and Treatments

Tissue culture seedlings of the cold-tolerant *Camellia sinensis* var. “*Shuchazao*” and the cold-sensitive *C. sinensis* var. *assamica cv.* “*Yinghong 9*” were obtained from the Anhui Agricultural University, Hefei, China. Plants propagated from cuttings were transferred to a growth chamber under temperature cycles of 25 °C during the day and 20 °C at night, 12 h photoperiod, and 70% relative humidity for 10 months. Subsequently, seedlings with a height of 4–5 cm were subjected to cold acclimation treatments (Figure 1A).

Tissue culture seedlings of tea plants were collected from the aforementioned growth chamber and used as non-acclimation controls (NA). SCZ and YH9 plants were exposed to low temperatures (10 °C daytime, 4 °C nighttime) for 7 days during chilling acclimation. Subsequently, freezing acclimation was conducted by exposing SCZ and YH9 plants to lower temperatures (4 °C daytime, 0 °C nighttime) for another 7 days (CA). Lastly, the plants were exposed to normal temperatures (25 °C daytime, 20 °C nighttime) for 7 days for de-acclimation (DA). After each treatment, two to three leaves of the tea seedlings were collected afresh and immediately frozen in liquid nitrogen at −80 °C until use. Each tea cultivar was subjected to two independent experiments, and transcriptional high-throughput sequencing and metabolic group detection were performed at Hangzhou Lianchuan Biotechnology Co., Ltd. (Hangzhou, China).

### 4.2. Metabolite Identification and Quantification

Metabolites were extracted with 50% methanol buffer. Briefly, 20 µL of the sample was extracted with 120 µL of precooled 50% methanol, vortexed for 1 min, and incubated at room temperature for 10 min. The extract was then stored overnight at −20 °C. After centrifugation at 4000× *g* for 20 min, the supernatants were transferred into new 96-well plates. In addition, pooled QC samples were also prepared by combining 10 μL of each extraction mixture. The samples were stored at −80 °C before LC–MS analysis. The metabolite profiling experiments were repeated to have six biological replicates. All samples were acquired by the LC–MS system depending on machine parameters.

Chromatographic separations were performed via ultra-performance liquid chromatography (SCIEX, UK). An ACQUITY UPLC T3 column (100 mm × 2.1 mm, 1.8 µm, Waters, UK) was used for reversed-phase separation. The column oven was maintained at 35 °C. The flow rate was maintained at 0.4 mL/min. The mobile phase consisted of a mixture of solvent A (water, 0.1% formic acid) and solvent B (acetonitrile, 0.1% formic acid). The linear gradient program for elution was as follows: 0–0.5 min, 5% B; 0.5–7 min, 5% to 100% B; 7–8 min, 100% B; 8–8.1 min, 100% to 5% B; 8.1–10 min, 5% B. The injection volume for each sample was 4 µL.

The metabolites eluted from the column were detected using a TripleTOF5600plus (SCIEX, UK) high-resolution tandem mass spectrometer. The Q-TOF was operated in both positive and negative ion modes. The curtain gas was set at 30 psi, the ion source gas 1 was set to 60 psi, and the ion source gas 2 was set to 60 psi. The interface heater temperature was maintained at 650 °C. The ion Spray Voltage Floating of positive and negative ion modes was set at 5000 V and −4500 V, respectively. The mass spectrometry data was acquired in information-dependent acquisition (IDA) mode. TOF mass ranged from 60 to 1200 Da. The survey scans were acquired in 150 ms, and as many as 12 product ion scans were collected if exceeding a threshold of 100 counts per second (counts/s) with a 1+ charge state. The total cycle time was fixed to 0.56 s. Four bins were summed for each scan at a pulsar frequency of 11 kHz by monitoring the 40 GHz multichannel TDC detector via four-anode/channel detection. Dynamic exclusion was set for 4 s. During the acquisition, mass accuracy was calibrated for every 20 samples. Furthermore, to evaluate the LC-MS stability during the whole acquisition, a quality control sample pool was acquired after every 10 samples.

The acquired MS data pretreatments, including peak picking, peak grouping, retention time correction, second peak grouping, and annotation of isotopes and adducts, were performed using XCMS software (http://metlin.scripps.edu/download/ (accessed on 1 June 2017)). The online KEGG (http://www.kegg.jp/ (accessed on 1 June 2017)) and HMDB (http://www.hmdb.ca/ (accessed on 1 June 2017)) databases were used to annotate the metabolites by matching the exact molecular mass data (m/z) of samples with those from databases. If the mass difference between observed and database value was less than 10 ppm, the metabolite was annotated, and the molecular formula of metabolites was further identified and validated by the isotopic distribution measurements. Since there are many isomeric metabolites in the database, the first-level identification results often have many cases of one m/z corresponding to multiple metabolites. In this analysis, the metabolite secondary mass spectrometry library from in-house was used to match the metabolite secondary mass spectrometry data of the samples to obtain metabolite identification results with higher confidence. Student *t*-tests were conducted to detect differences in metabolite concentrations between two phenotypes. The *p* value was adjusted for multiple tests using the FDR (False discovery rate). Supervised PLS-DA was conducted through metaX to discriminate the different variables between groups. The VIP (variable important for the projection) value was calculated. A VIP cut-off value of 1.0 was used to select important features. The differentially expressed metabolites simultaneously satisfy, (1) fold-change ≥ 2 or fold-change ≤ 0.5; (2) q-value ≤ 0.05; and 3) VIP ≥ 1.

### 4.3. RNA Extraction and Sequencing

The RNA of the total samples was isolated and purified using TRIzol Reagent Kit (Invitrogen, Carlsbad, CA, USA). The amount and purity of the total RNA was then quality controlled using NanoDrop ND-1000 (NanoDrop, Wilmington, DE, USA). The integrity of the RNA was checked by Agilent 2100, and a RIN number > 7.0 was considered as the passing standard.

The quality of the total RNA was inspected followed by enrichment of the eukaryotic mRNA using magnetic beads connected with oligo (dT). The extracted mRNA was randomly cut into short fragments using fragmentation buffer. The fragmented mRNA was used as a template to synthesize a strand of cDNA with random hexamers and was treated with buffer, dNTPs, RNaseH, and DNA polymerase I to perform a two-strand cDNA synthesis. AMPure XP beads were used to purify double-stranded products. T4 DNA polymerase and Klenow DNA polymerase activities were measured to determine the repair of the sticky ends of DNA to blunt ends, followed by addition of base A to the 3′end. A linker was then added followed by fragment selection using AMPureXP beads and PCR amplification to enrich the final sequencing library. Transcriptome sequencing was performed on an Illumina Hiseq4000 platform with a read length of 150 bp. The reads are publicly available at the GEO database of NCBI under the project accession number GSE216311.

### 4.4. Transcriptome Analysis

Raw reads generated from the Illumina Hiseq 4000 platform were preprocessed to clean adapter sequences. Reads containing > 5% unknown bases were filtered out and low-quality reads (>20% with a base mass fraction of 10) were removed. Transcript assembly was constructed using the publicly available tea tree genome as a reference sequence [60]. Then, the clean reads were mapped to the genome using Hisat2 software and assembled using StringTie1.3 with default parameters. Gene expression levels were estimated as fragments per kilobase per transcript per million mapped reads (FPKM). Pearson’s correlations of samples were performed on variance-stabilized transformed values, and principal component analysis (PCA) was performed using the OmicStudio tools at https://www.omicstudio.cn/tool (accessed on 1 June 2017). Differentially expressed genes were defined as exhibiting at least two-fold change in transcript abundance and a FDR (false discovery rate) of <0.05.

### 4.5. Quantitative Determination of Amino Acids

The tea samples were weighed 0.05 g in a 5 mL centrifuge tube, mixed with 2 mL of 4% sulfosalicylic acid, centrifuged (12,000 r/min, 30 min) after 40 min of ultrasonic extraction, and the supernatant was passed through a 0.22 μm membrane, and the content of each free amino acid fraction was determined by an automatic amino acid analyzer (Hitachi L-8900, Japan).

### 4.6. Exogenous Arginine Treatment

The one-year-old clonal “Shuchazao” was treated with exogenous arginine to test arginine’s effects on the freezing tolerance of tea plants. The 1-year-old clonal tea plants were sprayed with 10 g/L arginine once daily for 4 days, and water was used as the control. To stimulate cold stress conditions, plants sprayed with arginine were left at 4 °C for 7 days and the control was maintained under the same conditions before evaluating freezing tolerance.

### 4.7. Physiological Measurements

After 14 days of cold acclimation (CA), tea seedlings were collected and kept at −4 °C for 12 h (cold stress) and then were kept at 25 °C to recover for 6 h. Tea plants not challenged with cold acclimation (NA) served as controls. After the recovery period, the net photosynthetic rate and maximum photochemical efficiency of photosystem II (Fv/Fm) were measured [61].

Electrolyte leakage was used as a measure of freezing tolerance, and NA-, CA-, and DA- treated tea seedlings were exposed to—4 °C for 12 h. The relative electrolyte leakage rate was determined according to the method described previously [62]. The physiological parameters of the youngest and subsequent second fully expanded tea leaves were measured. The antioxidant activity was determined using peroxidase (POD) assay and a catalase (CAT) assay (Jiancheng, Nanjing, China).

### 4.8. Determination of Polyamines

Free polyamines were extracted and derived as described by Kou et al. with slight modification using 1,6-hexanediamine as an internal standard [53]. In brief, 0.1 g of frozen sample was powdered and extracted with 5% cold perchloric acid containing 500 mg L^−1^ of dithiothreitol and was then derivatized with benzoyl chloride. Subsequently, the derivatized putrescine, spermine, and spermidine were separated and quantified using the Waters AcQuity Arc system (Milford, MA, USA) equipped with a C18 reversed-phase column (4.6 × 150 mm, particle size 3 μm) and a UV detector at 230 nm. The mobile phase was composed of HPLC-grade methanol (eluent A) and water (eluent B) changing from 55%:45% (*v*/*v*, A:B) to 95%:5% in 10 min at a flow rate of 0.7 mL min^−1^.

### 4.9. Gene Expression Analysis

Real-time quantitative PCR analyses were conducted with mRNA from the leaves of six plants from three experimental replicates. A quantitative real-time polymerase chain reaction (qPCR) assay was conducted with CFX96™. The following amplification protocol generated melting curves: 95 °C for 3 min, 40 cycles at 95 °C for 10 s, and 62 °C for 30 s. Each sample was analyzed using three technical replicates. Relative gene expression levels were calculated using the 2^−ΔΔ^ Ct method [63], with GAPDH as the reference gene [64]. The primers for the RT-qPCR are described in Supplementary Table S5.

## 5. Conclusions

In this study, the transcriptional and metabolic changes of cold-resistant and cold-sensitive tea plant varieties were analyzed by a comparative metabolomic and transcriptomic analysis during cold acclimation. Our results suggest that the amino acid biosynthesis pathway may dominate the differences in tea plant cold resistance. Arginine is an important metabolite in the tea plant response to CA, which may improve cold resistance by activating the polyamine synthesis pathway and CBF–COR regulation pathway.

## Figures and Tables

**Figure 1:**
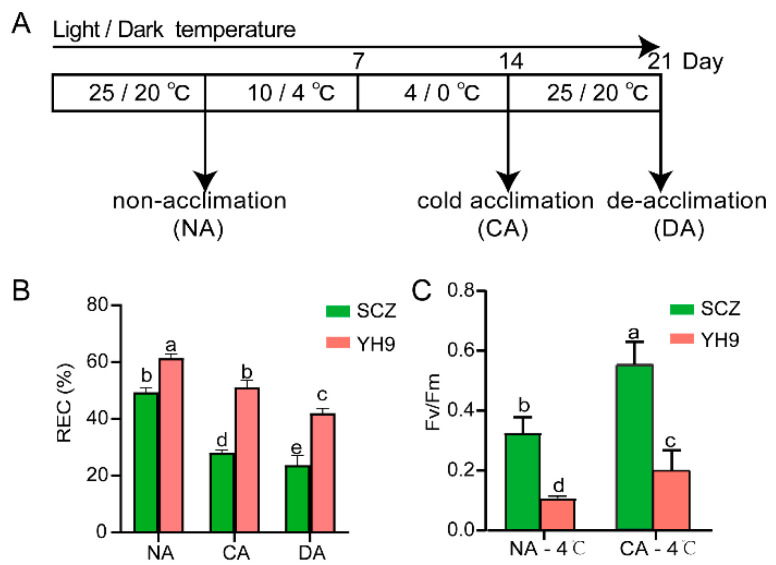
Cold resistance analysis of SCZ and YH9 under cold acclimation. (**A**) Temperature setting and sampling time points during cold acclimation. NA indicate the sampling time points of the control plants; CA, the sampling time points of the respective cold acclimation plants; DA, the sampling time point of de-acclimation plants after a seven-day lag phase at CA. (**B**) The relative electrical conductivity of SCZ and YH9 at NA, CA, and DA stages. (**C**) Statistical analysis of the photochemical efficiency of photosystem II (Fv/Fm) of SCZ and YH9 tissue culture seedlings subjected to freezing (−4 °C, 12 h) at NA and CA stages to assess their cold stress resistance. Error bars indicate the mean ± SD of 16 biological repeats. The different lowercase letters above bars indicate the significance (*p* < 0.05).

**Figure 2:**
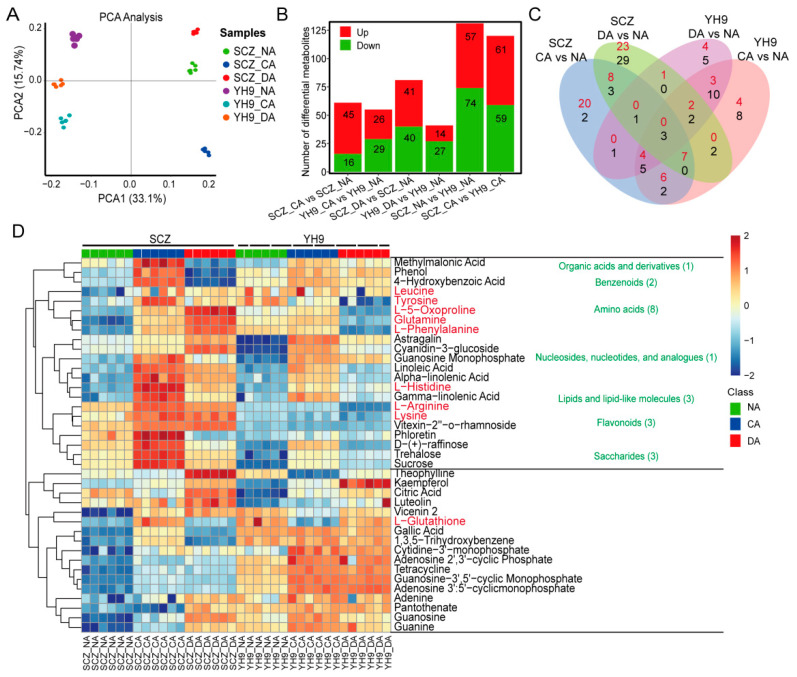
Metabolome analysis of SCZ and YH9 in response to cold acclimation. (**A**) PCA (Principal component analysis) clustering based on metabolome data. (**B**) Number of differentially expressed metabolites in two tea varieties. (**C**) Venn diagrams of differential accumulated metabolites between SCZ and YH9 during cold acclimation (CA and DA). Red represents up-regulation and black represents down-regulation. (**D**) Heatmap of differential accumulated metabolites between SCZ and YH9 during cold acclimation.

**Figure 3:**
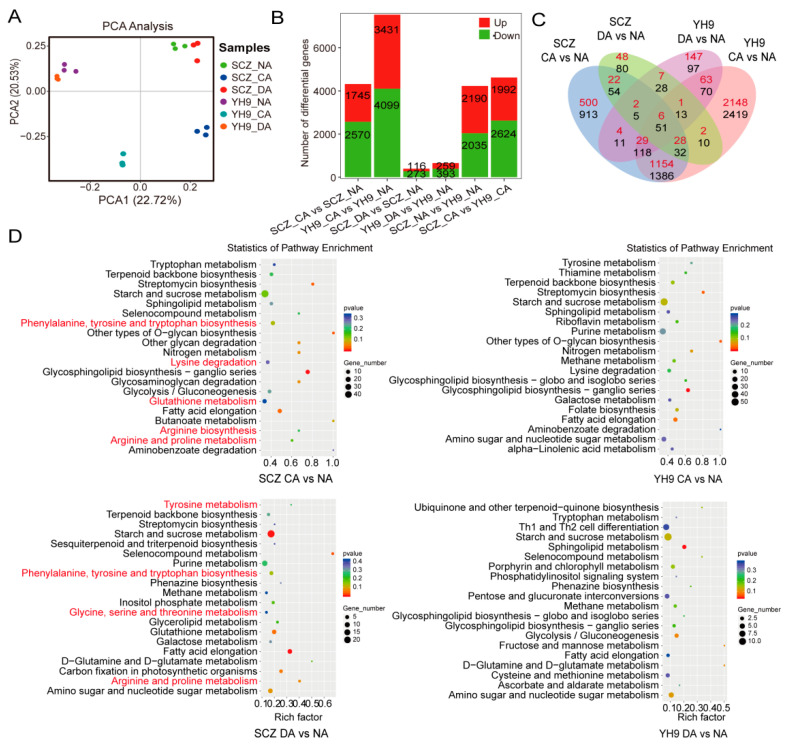
Overview of transcriptomic analysis. (**A**) Principal component analysis of RNA-Seq data of tea plants. (**B**) Number of up-regulated and down-regulated differentially expressed genes (DEGs) in SCZ and YH9. (**C**) Venn diagrams of DEGs between two tea varieties during cold acclimation. Red represents up-regulation and green represents down-regulation. (**D**) KEGG pathway impacted at CA stage in SCZ and YH9.

**Figure 4:**
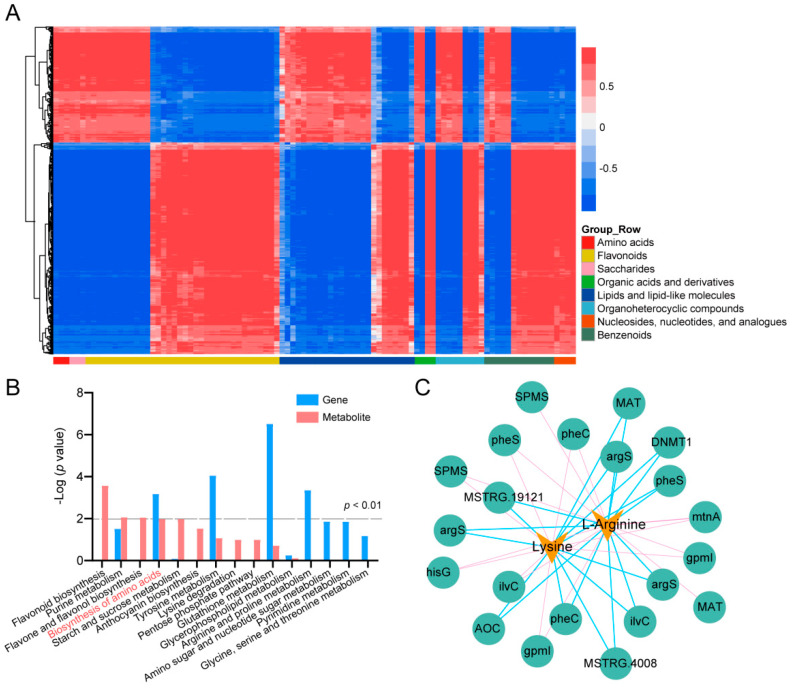
Network analysis of DEGs and differential accumulation metabolites in tea plants at CA stage. (**A**) Heatmap of DEGs and differential accumulation metabolites correlation analysis in the comparison of SCZ_CA and YH9_CA. Horizontal axis represents differential accumulation metabolites; vertical axis represents DEGs. Red represents positive correlation; blue represents negative correlation. (**B**) DEGs and differential accumulation metabolites enrichment in KEGG pathways. (**C**) Correlation network of DEGs and differential accumulation metabolites involved in amino acid biosynthesis pathway.

**Figure 5:**
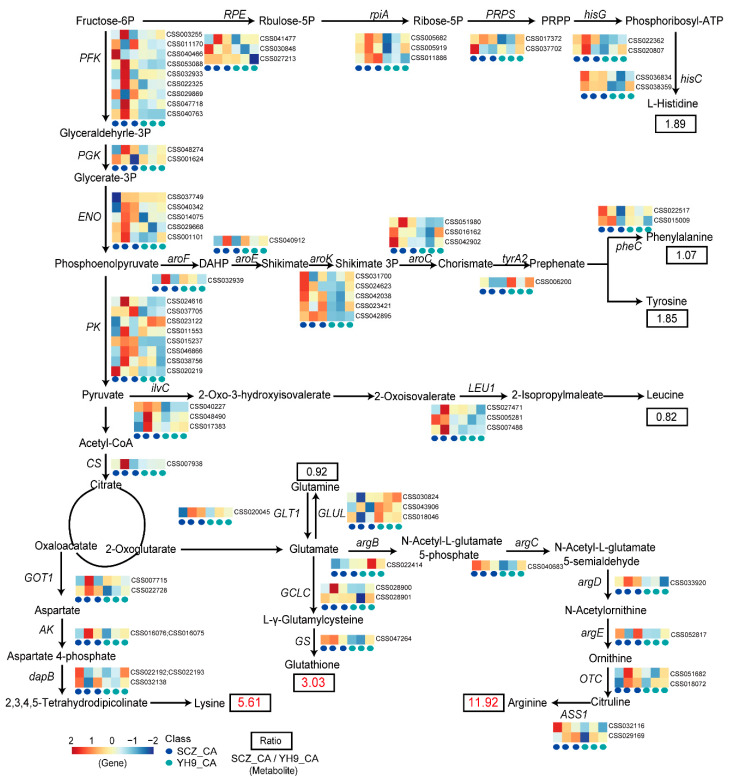
Amino acid biosynthesis pathways in SCZ and YH9 at CA stage. *PFK*, 6−phosphofructokinase 1; *PGK*, phosphoglycerate kinase; *ENO*, enolase; *PK*, pyruvate kinase; *CS*, citrate synthase; *RPE*, ribulose−phosphate 3−epimerase; *rpiA*, ribose 5−phosphate isomerase; *PRPS*, ribose−phosphate pyrophosphokinase; *hisG*, ATP phosphoribosyltransferase; *aroF*, 3−deoxy−7−phosphoheptulonate synthase; *aroE*, shikimate dehydrogenase; *aroK*, shikimate kinase; *aroC*, chorismate synthase; *tyrA2*, prephenate dehydrogenase; *pheC*, cyclohexadienyl dehydratase; *ilvC*, ketol-acid reductoisomerase; *LEU1*, 3−isopropylmalate dehydratase; *GOT1*, aspartate aminotransferase; *AK*, aspartate kinase; *dapB*, 4−hydroxy-tetrahydrodipicolinate reductase; *GLT1*, glutamate synthase; *GLUL*, glutamine synthetase; *GCLC*, glutamate−cysteine ligase catalytic subunit; *GS*, glutathione synthase; *argB*, acetylglutamate kinase; *argC*, N−acetyl−gamma−glutamyl−phosphate reductase; *argD*, acetylornithine aminotransferase; *argE*, acetylornithine deacetylase; *OTC*, ornithine carbamoyltransferase; *ASS1*, argininosuccinate synthase. The heat map was drawn using the Z−score conversion value of transcriptome data. The color scale shows increasing expression levels from blue to red.

**Figure 6:**
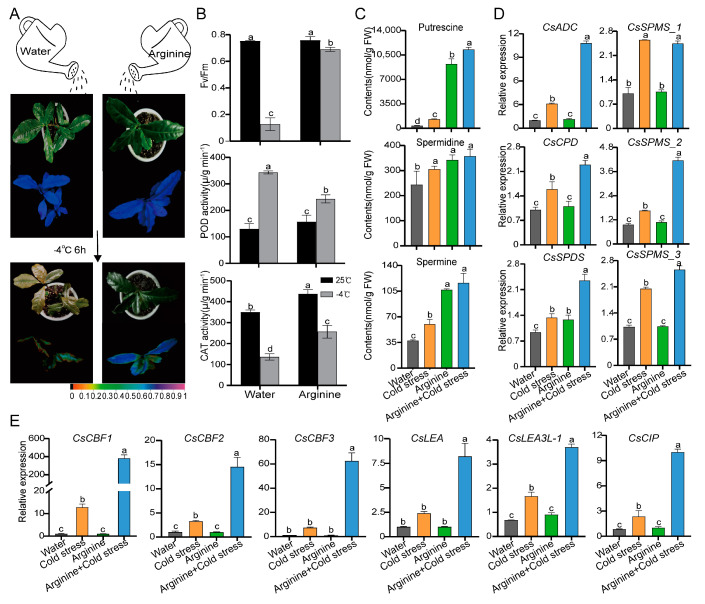
The effect of arginine on cold resistance in tea plants. (**A**) Phenotype of 1% (*w*/*v*) arginine and control group following freezing treatment (−4 °C, 6 h) and Fv/Fm imaging of chlorophyll fluorescence parameters. Purple and blue indicate the normal state of the photosynthetic system, while green and yellow suggest damaged photosystem II. (**B**) Statistical analysis of chlorophyll fluorescence parameter Fv/Fm ratio, POD activity, and CAT activity in tea leaves treated with 1% (*w*/*v*) arginine. (**C**) The effect of arginine on the polyamine levels in tea plant under cold stress. (**D**) Relative expression of genes related to polyamine synthesis in response to arginine application. (**E**) The effects of exogenous arginine on CBFs and COR genes. Different lowercase letters represent a statistically significant difference in the same row (*p* ≤ 0.05).

## Data Availability

Not applicable.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24031907/s1.

# Supplementary material for: Integrated Metabolomic and Transcriptomic Analysis Reveals That Amino Acid Biosynthesis May Determine Differences in Cold-Tolerant and Cold-Sensitive Tea Cultivars
**Source:** Int J Mol Sci. 2023 Jan 18;24(3):1907. doi: 10.3390/ijms24031907
**Supplement:** Supplementary file 1

Attached Figures

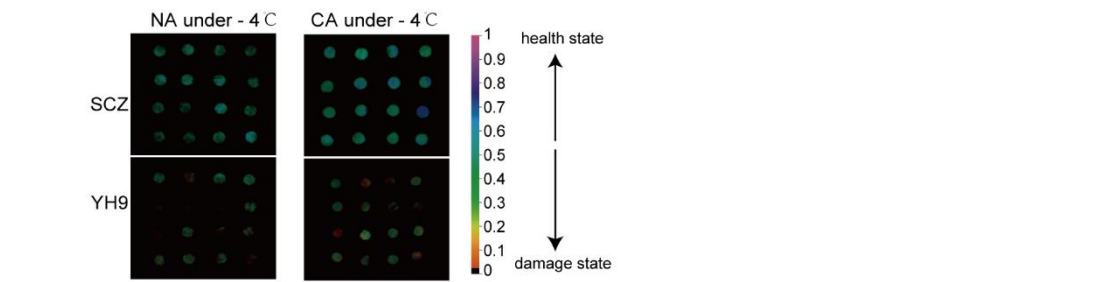

Supplementary Figure S1. Pseudo color image of the photochemical efficiency of photosystem II (Fv/Fm) of SCZ and YH9 tissue culture seedlings subjected to freezing (-4°C, 12 h) at NA and CA stages to assess their cold stress resistance. Purple and blue colors indicate the normal state of photosynthetic system, whereas green and yellow indicate the damage to photosystem II.

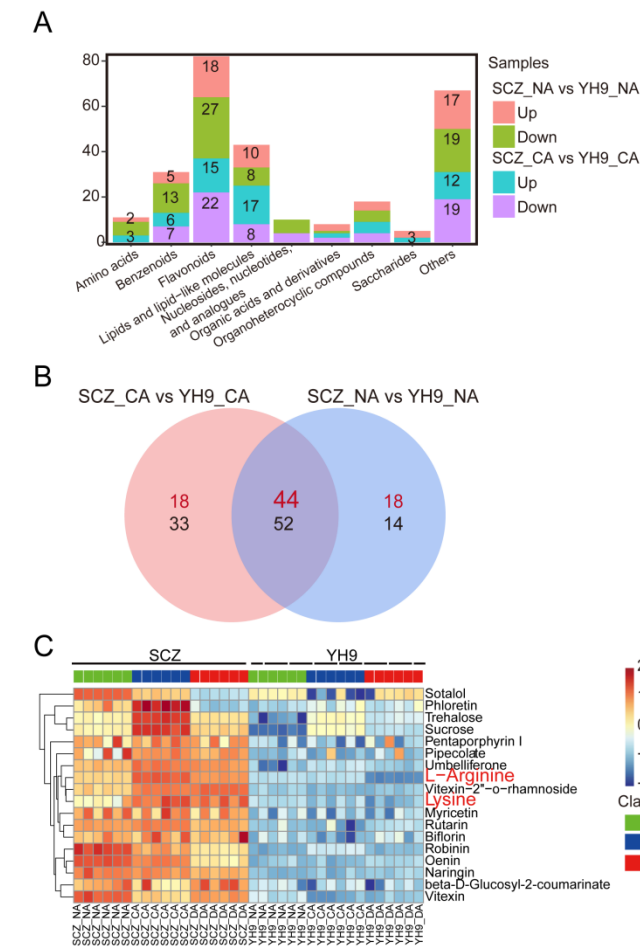

Supplementary Figure S2. Further analysis of differential accumulation metabolites in SCZ_NA vs YH9_NA and SCZ_CA vs YH9_CA. (A) Type and quantity of differential accumulation metabolites. (B) Venn diagrams of differential accumulated metabolites between SCZ and YH9. Red represents up-regulation and black represents down-regulation. (C) Heat map of differential accumulation

metabolites.

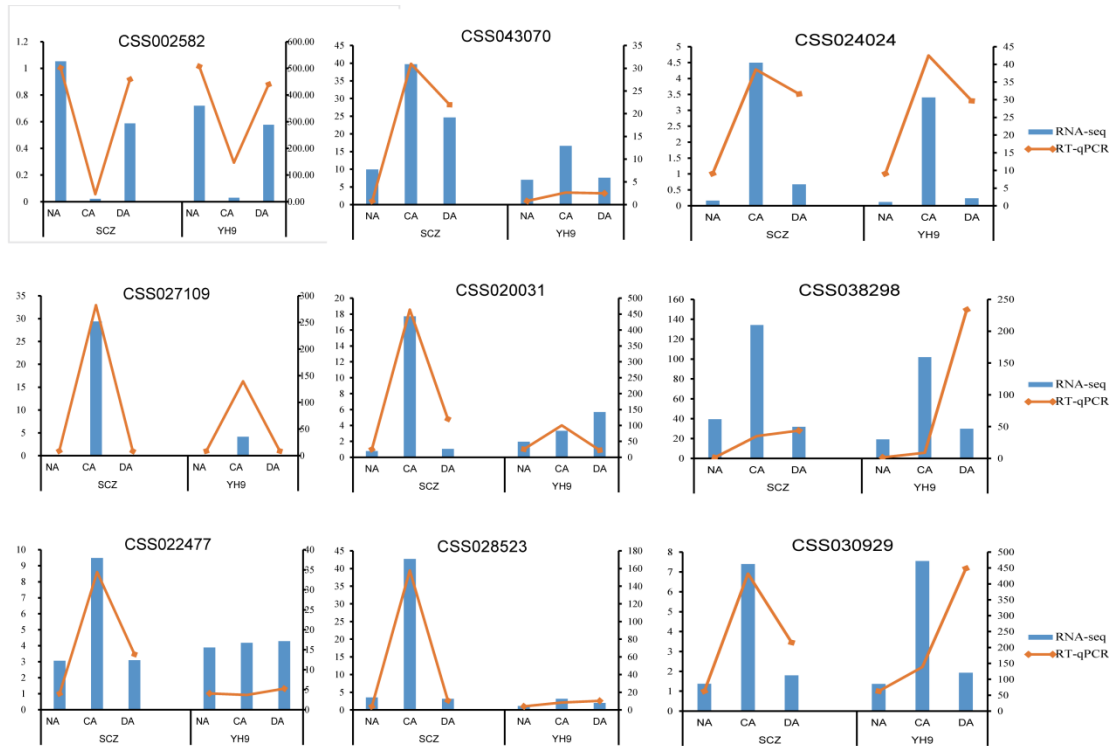

Supplementary Figure S3. Validation of expression patterns of selected differentially expressed genes via RT-qPCR.

How the deposited data were processed for this re-analysis (not part of the article)

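RNA-seq libraries were made from leaves of tissue culture seedlings of the tea cultivars SCZ and YH9, at the NA, CA and DA stages, with 3 biological replicates per group and 18 libraries in all. The condition of each library was taken from the sample labels, and all 36 value columns, 18 of each unit, were used. The authors' processing notes, as deposited, state that reads were trimmed with cutadapt 1.9, mapped with HISAT2 2.2.1 and assembled and quantified with StringTie 2.1.6. The FPKM values were made by the authors from these assemblies and are used as deposited. The estimated counts were also made by the authors before they were deposited, in whole numbers, and which program wrote them is not stated. The groups averaged 1.48 to 1.57 estimated counts per valid read, so the counts carry less precision than their size gives. Among the low nonzero counts of a library, 31.8% to 35.0% were multiples of 4. What this share means for the precision was not tested.

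Counts were compared with edgeR 4.0.16 (R 4.3.3), using TMM factors, which ranged from 0.795 to 1.16, a quasi-likelihood fit of 1 mean per group over all 18 libraries, and Benjamini-Hochberg adjustment over all genes tested. All groups share one estimate of the spread, so that each comparison has more degrees of freedom than 3 against 3 libraries give. Loci with an FPKM of at least 1 in at least 3 libraries were tested, 29019 of 41021. DEGs were called at the thresholds the paper gives. The paper does not name the test behind its DEGs, and the submitters' notes list edgeR and DESeq2 without saying which gave them. The SE of a log2 fold change is its size divided by the square root of the F statistic. The design written before the data were examined planned limma on log2(FPKM + 1). Since the deposited table also holds estimated counts, the test made for counts was used instead, and the planned test, run with limma 3.58.1, is reported as an alternative. The edgeR test was run first, but the numbers of calls from both had been seen when this choice was settled. The alternatives set beforehand for the pseudocount, quantile normalization and TPM were run with limma on FPKM, and the planned median-of-ratios scaling was run in edgeR.

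Gene lists were tested with camera at its preset inter-gene correlation of 0.01, and again with the correlation estimated from the data. Of 29 lists taken by product description, 28 had enough members, and the 252 tests over 9 comparisons were adjusted together. Counts of DEGs within a list were also adjusted over the list alone. KEGG pathways annotated in the table were tested with a one-sided Fisher's exact test against the annotated genes tested, for pathways with at least 5 of these. Principal components were computed on log2(FPKM + 1) of the tested genes, centered and not scaled. The difference between the cultivars' responses was tested as the interaction of cultivar and stage.

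Genes are named by a rule set with the design. It takes every gene the paper names by identifier in Table S5 or Fig. 5, the 10 largest rises and falls per comparison among DEGs with no overlap between replicates, a mean FPKM of at least 10 in the higher group and a product description, and the most abundant called members of each list described. The values in Table S5 and Fig. 5 had been seen when the rule was set. Genes named outside it, such as members of pathways and of shared lists, were chosen after their values were seen.

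Counts and FPKM of each locus were checked against each other at loci with counts of at least 20 in at least 6 libraries. The 2 argininosuccinate synthase loci were the exceptions, and no call is drawn at them. The test was checked on simulated counts for SCZ_CA vs. SCZ_NA, with 50 genes changed in each class. The mean and spread of each gene were those estimated over all 18 libraries. A spread that differs between the groups was therefore not simulated. Of genes changed 2-fold, 12% of those raised and 6% of those lowered were called, and of genes changed 4-fold, 66% and 70%, with 2 false calls among 29019 genes. A 2-fold change lies at the calling threshold itself. A planted list was called by camera (adjusted p = 3.7e-35) and 0 of 20 lists without change were. The simulated genes were drawn independently, so this check cannot show how often camera calls lists of correlated genes.

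The alternatives were another filter or none, other scalings and pseudocounts, the spread of only the groups compared, robust dispersions, a replicate block, the adjusted p alone, and each library left out in turn. DESeq2 1.42.0, DESeq2 on only the groups compared, counts divided by 4 and loci with a gene name alone were added after the data had been seen. Limma on log2(FPKM + 1) was the test first planned, and edgeR took its place as described above. Metabolite data and RT-qPCR values were left out because the deposited table does not hold them.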

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

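The tests of a wrong label and of sequencing depth for SCZ_CA replicate 2, and the test of the arginine list without the argininosuccinate synthase loci, were chosen after the results were seen.

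The response to cold acclimation differed between SCZ and YH9 at 731 genes in edgeR's test of the difference itself, and the response to de-acclimation at 2. Among the named genes with a larger log2 fold change in SCZ were a zinc finger CCCH protein (CSS048704, difference 9.02), a delta-pyrroline-5-carboxylate dehydrogenase (CSS005626, 6.91), a metallothionein-like protein (CSS008737, 6.16), an alternative oxidase (CSS051942, 4.96), a CBL-interacting kinase (CSS003573, 4.39), a UGT74Y1-like glucosyltransferase (CSS035095, 3.79), other glycosyltransferases (CSS026887, 3.41, and CSS005827, 3.26), a nodulin MtN21-like transporter (CSS046123, 3.36), a small heat shock protein (CSS002607, 3.27), the ilvC gene CSS040227 (2.35) and a spermine synthase (CSS036083, 1.27). Those with a smaller one were an ankyrin repeat protein (CSS004092, −7.55), a lysine histidine transporter (CSS051700, −6.50), germin-like proteins (CSS046823, −6.34, and CSS046822, −4.99), an alpha-xylosidase (CSS002844, −6.00), an alcohol acyl transferase (CSS000946, −5.86), a CASP-like protein (CSS021052, −5.71), a BON1-associated protein (CSS018218, −5.66), a NAC factor (CSS005530, −4.84) and a serine carboxypeptidase-like protein (CSS024793, −4.75). Of these, the calls at CSS048704, CSS008737, CSS051942, CSS003573, CSS018218, CSS046822, CSS026887, CSS046123, CSS002607, CSS021052, CSS024793, CSS046823, CSS004092, CSS036083 and CSS040227 were lost under at least 1 alternative or left-out library.

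Lists that differed between the cultivars' responses at CA in camera's test were heat shock proteins (adjusted p = 4.1e-05), ribosomal proteins (5.5e-07), markers of xylem and secondary wall (0.00893), caffeine and theanine genes (0.0132), markers of dividing tissue (0.0427) and arginine biosynthesis (0.0456). At DA they were ribosomal proteins (1.1e-16), aromatic amino acid biosynthesis (0.00618), heat shock proteins (0.00893) and flavonoid biosynthesis (0.03997). Each of these 10 calls was lost with an estimated correlation, with adjusted p of 0.785 to 0.852.

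Signals the paper does not report were the 6965 DEGs between SCZ_DA and YH9_DA, a comparison it leaves out, and lists called in camera. These were, in SCZ_CA vs. SCZ_NA, photosynthesis (2.0e-11), ribosomal proteins (1.3e-05), jasmonate synthesis (0.000593), wall loosening (0.00175), heat shock proteins (0.00432) and xylem markers (0.0223). In YH9_CA vs. YH9_NA they were photosynthesis (1.6e-12), heat shock proteins (1.3e-10), wall loosening (0.00415), jasmonate synthesis (0.00557) and the circadian clock (0.02998), and in SCZ_CA vs. YH9_CA caffeine and theanine genes (1.4e-05). Each was lost with an estimated correlation.

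More genes were called for cold acclimation in SCZ than in YH9, by a ratio of 1.32. The ratio was 1.14 without SCZ_CA replicate 2 and 1.31 without loci that carry no gene name, which argues against either as the whole cause. With the spread of only the groups compared it was 0.704, so the shared spread may account for the order, since the SCZ libraries vary more than the YH9 libraries. A difference in response between the cultivars stays open as well and was not tested by these counts.

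The arginine biosynthesis list differed between the cultivars' responses at CA, and without the 2 argininosuccinate synthase loci, whose counts contradict their FPKM, its adjusted p was 0.267. The call may rest on those counts, and which of the deposited values is right was not settled here.

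SCZ_CA replicate 2 stands apart from SCZ_CA replicates 1 and 3. Its mean correlation with its own group exceeded the highest with another group by 0.106, which argues against a wrong label, and its total count, 57752767 (57.75 M), lay within the range of the other libraries. The 11 clock genes deviated at the 6.75 percentile of 10000 matched random lists, under the 95 set beforehand for another time of harvest. Whether these genes follow the hour of harvest in the cold was not tested, so another time of harvest is not excluded. The highest percentile among the marker lists with at least 20 members was 93.0, for xylem and secondary wall, which is also under the 95 set beforehand. A difference between the seedlings stays open and was not tested. These checks were not run on the other libraries. SCZ_NA replicate 1 had an r of 0.877 and 0.903 with its own group. With the SCZ_DA libraries its r was 0.917, 0.883 and 0.888.

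The 10 ways to split 3 against 3 libraries are too few to exclude a chance result. The real split was the 1 with most calls in each comparison, and the highest count of another split was 115 in SCZ_CA vs. SCZ_NA (9891 real), 1 in YH9_CA vs. YH9_NA (7497), 200 in SCZ_DA vs. SCZ_NA (879), 3 in YH9_DA vs. YH9_NA (109), 1 in SCZ_NA vs. YH9_NA (5569), 2 in SCZ_CA vs. YH9_CA (7912) and 1 in SCZ_DA vs. YH9_DA (6965). For the interaction at CA, fitted with limma over 12 libraries, 2 of 100 draws of permuted residuals, the real data counted as 1, gave as many calls as the real 1035, the highest other being 1869, and at DA 1 of 100 gave as many as the real 16, the highest other being 2. These draws test the limma fit and not the 731 and 2 edgeR calls.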

How the results depend on the processing

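DESeq2, DESeq2 on only the groups compared, counts divided by 4 and the test without unnamed loci were chosen after the data had been seen. Limma on log2(FPKM + 1) was the test planned before, and its exchange for edgeR was settled after the numbers of calls from both had been seen. Where a value below moved, the cause was not tested, except where fewer genes or libraries were used.

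With a mean FPKM of at least 5, which tests fewer genes, the DEGs numbered 5835 in SCZ_CA vs. SCZ_NA, 4757 in YH9_CA vs. YH9_NA, 1648 in SCZ_NA vs. YH9_NA, 3094 in SCZ_CA vs. YH9_CA, 2406 in SCZ_DA vs. YH9_DA and 1 at the DA interaction. Genes up-regulated in one cultivar alone numbered 1318 in SCZ and 602 in YH9, those called between the cultivars at CA and not at NA 1972, and Fig. 5 genes called 1 at NA and 7 at CA.

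With only the groups compared, DEGs numbered 5940 in SCZ_CA vs. SCZ_NA, 44 in SCZ_DA vs. SCZ_NA, 476 in YH9_DA vs. YH9_NA, 278 at the CA interaction and 0 at the DA interaction, where edgeR with all libraries called 2, 2244 genes had an unadjusted p under 0.05, and limma on FPKM called 31. Genes up-regulated in one cultivar alone numbered 1226 in SCZ and 2061 in YH9, those called in all 4 comparisons 0 up and 15 down, and Fig. 5 genes in SCZ_CA vs. SCZ_NA 10. The order of SCZ_CA vs. SCZ_NA and YH9_CA vs. YH9_NA reversed.

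DESeq2 called 1883 DEGs in SCZ_DA, 435 in YH9_DA, 2331 at the CA interaction and 152 at the DA interaction, and 20 up and 84 down in all 4 comparisons. DESeq2 on only the groups compared called 1456 in SCZ_DA, 1417 in YH9_DA, 1758 at the CA interaction, 356 at the DA interaction, 1901 up in YH9 alone, and 26 up and 130 down in all 4. The up-regulated share of the YH9_DA calls was 39.1% with DESeq2 and 37.6% with only the groups compared in edgeR, against 14.7%, and that of SCZ_DA 15.9% with only the groups compared, against 47.8%.

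With limma on log2(FPKM + 1), DEGs numbered 398 in YH9_DA, 1656 at the CA interaction and 31 at the DA interaction. Genes up in SCZ alone numbered 1414 and in YH9 alone 1521, an order that edgeR reverses (2223 and 1248), those in all 4 comparisons 8 up and 58 down, Fig. 5 genes at CA 7, and lists called 2 in YH9_DA, 0 in SCZ_NA vs. YH9_NA, 1 in SCZ_CA vs. YH9_CA and 2 at the CA interaction. With pseudocount 0.5 they were 326 in YH9_DA, 1603 and 1 at the interactions and 8 of Fig. 5. With pseudocount 0.1 they were 1106 at the CA interaction, 7 up in all 4, 8 of Fig. 5, 2 lists at the CA interaction and 1 KEGG pathway in SCZ_DA vs. YH9_DA. With TPM they were 379 in YH9_DA, 1537 and 1 at the interactions, 8 up in all 4 and 6 of Fig. 5, and the up-regulated share was 34.1% in SCZ_CA vs. YH9_CA, 36.1% in SCZ_DA vs. YH9_DA (47.4% with edgeR), 35.5% at the CA interaction and 66.8% in YH9_DA. With quantile normalization they were 418 in YH9_DA (45.0% up), 1696 and 12 at the interactions, 7 up and 76 down in all 4, and lists called 6 in YH9_CA, 2 in YH9_DA, 0 in SCZ_NA vs. YH9_NA, 1 in SCZ_CA vs. YH9_CA and 3 at the CA interaction.

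Without unnamed loci, DEGs numbered 2984 in SCZ_NA vs. YH9_NA, 5238 in SCZ_CA vs. YH9_CA and 4190 in SCZ_DA vs. YH9_DA. With counts divided by 4 the DA interaction had 1, and with the adjusted p alone 3318 genes rose in both cultivars at CA and 27 Fig. 5 genes were called. With no filter, 2 genes were up in all 4 comparisons, and PC1 held 35.6% of the variance, 85.6% of it between the cultivars. PC1 held 28.9% with scaled genes, 14.2% of it between the cultivars, and 44.8% with pseudocount 0.1, 98.5% of it between the cultivars. Spearman's rho between replicates averaged 0.924 in SCZ_DA and 0.942 in YH9_NA.

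With an estimated correlation, 0 lists were called by camera in every comparison but YH9_DA vs. YH9_NA, which had 1. KEGG pathways past the threshold in SCZ_CA were 1 with down-regulated genes alone and 1 with all tested genes as background, and in SCZ_DA vs. YH9_DA 1 with up-regulated genes alone.

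With the replicate block, the DA interaction had 0 calls and 1 gene was up in all 4 comparisons, while 31 other results stayed within their limits. The replicate numbers do not pair the samples: over 45 pairs with the same number the correlation of deviations ranged from −0.201 to 0.379 (mean 0.00611), 10 pairs were over 0.1, and 0 libraries correlated best with their own number in every group.

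Leaving out 1 library gave 202 (without SCZ_DA replicate 3) to 1291 (without SCZ_CA replicate 2) DEGs in SCZ_DA, 30 (without YH9_DA replicate 3) to 178 (without SCZ_CA replicate 2) in YH9_DA, 281 (without YH9_NA replicate 2) to 1426 (without SCZ_CA replicate 1) at the CA interaction and 0 (without YH9_DA replicate 3) to 12 (without SCZ_DA replicate 2) at the DA interaction. Genes in all 4 comparisons numbered 0 to 6 up and 14 to 56 down, and Table S5 genes called in SCZ_CA vs. YH9_CA 6 (without YH9_CA replicate 1) to 11 (without SCZ_NA replicate 1). Lists called numbered 1 to 2 in SCZ_NA vs. YH9_NA, 1 (without YH9_CA replicate 1) to 6 (without SCZ_CA replicate 1) in SCZ_CA vs. YH9_CA, 2 to 4 in SCZ_DA vs. YH9_DA, 3 to 6 at the CA interaction and 2 to 8 at the DA interaction. KEGG pathways numbered 0 to 1 in SCZ_CA and in SCZ_DA.

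Of the counts and values compared, those that stayed within their limits and those that moved numbered 24 and 0 with median-of-ratios scaling, 24 and 0 with robust dispersions, 32 and 3 with no filter, 18 and 6 with DESeq2, 17 and 7 with DESeq2 on only the groups compared, 31 and 11 with limma on FPKM, 23 and 10 with quantile normalization, 13 and 11 with a mean FPKM of at least 5, and 14 and 10 with only the groups compared. The PCA values had no limit and count as moved with no filter, although PC1 then held 35.6% of the variance against 36.1%. Of 194 pairs of a named gene and a comparison, 133 had the same call in every alternative run, 143 in every one but those that leave out 1 library, and 0 turned direction while called.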

Differences from the paper's values

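Alternatives that bring a value within 1.5 times the paper's are named where there are any, and DESeq2 was chosen after the values had been seen. Limma on log2(FPKM + 1) was the test planned before, and edgeR was put in its place after the numbers of calls from both had been seen. Counts use the paper's thresholds, and the paper does not name its test.

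The paper gives 1044 DEGs in YH9_DA vs. YH9_NA, 527 up and 517 down, against 109, 16 up and 93 down. No alternative set before the data were examined comes within these limits. DESeq2 on only the groups compared, chosen after the values were seen, called 1417, of which 625 up. The paper gives 232 up-regulated genes in SCZ_DA vs. SCZ_NA, against 420. No filter (325), a mean FPKM of at least 5 (342) and the replicate block (334) come within the limits, as do 9 of the left-out libraries: without SCZ_NA replicate 3 (164), SCZ_DA replicate 2 (338), YH9_NA replicate 2 (320), YH9_NA replicate 3 (337), YH9_CA replicate 2 (298), YH9_CA replicate 3 (318) and YH9_DA replicate 1 (288), 2 (282) or 3 (250), and the other alternatives set beforehand do not.

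The paper gives 18 genes up-regulated and 87 down-regulated in all comparisons, against 4 and 35. Quantile normalization brings the second to 76, no other of these alternatives does, and none brings the first within the limits. DESeq2, chosen after the values were seen, gives 20 and 84, and so chosen, DESeq2 on only the groups compared gives 26 for the first and 130 for the second. Limma on log2(FPKM + 1), the test first planned, gives 58 for the second. The paper gives 1220 genes up-regulated in SCZ alone, against 2223. Pseudocount 0.1 (1539) and 0.5 (1499), a mean FPKM of at least 5 (1318), TPM (1491) and only the groups compared (1226) come within the limits, and the others set beforehand do not. With limma on log2(FPKM + 1), the test first planned, they number 1414. For YH9 alone the paper gives 2443, against 1248, and pseudocount 0.1 (1668) and 0.5 (1664), TPM (1671) and only the groups compared (2061) come within the limits, and the others set beforehand do not. DESeq2 on only the groups compared, chosen after the values were seen, gives 1901. The paper gives 7.17 G (giga) clean reads in its text, and the valid reads of its Table S2 sum to 0.7175 G.

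Fig. 3B draws other numbers than the paper's text. Read by eye, it shows about 1700 up-regulated genes in SCZ_CA vs. SCZ_NA in Fig. 3B (4360 here), with no alternative within the limits. It shows about 120 up in SCZ_DA in Fig. 3B, read by eye (420 here), with 3 left-out libraries within the limits: without SCZ_NA replicate 2 (128), SCZ_NA replicate 3 (164) or SCZ_DA replicate 3 (82). It shows about 260 up in YH9_DA in Fig. 3B, read by eye (16 here), with pseudocount 0.5 (200), quantile normalization (188), TPM (253) and only the groups compared (179) within the limits, as well as limma on log2(FPKM + 1), the test first planned (254). It shows about 2000 up in SCZ_CA vs. YH9_CA in Fig. 3B, read by eye (3726 here), with pseudocount 0.1 (2836) and 0.5 (2563), a mean FPKM of at least 5 (1576), quantile normalization (2925), TPM (2449) and only the groups compared (2749) within the limits, as well as limma on log2(FPKM + 1), the test first planned (2165), and the test without unnamed loci, chosen after the values were seen (2664). For down-regulated genes it shows about 2600 in SCZ_CA vs. SCZ_NA in Fig. 3B, read by eye (5531 here; 3090 with a mean FPKM of at least 5, 3730 with quantile normalization and 3100 with only the groups compared), about 270 in SCZ_DA in Fig. 3B (459 here; 346 with no filter, 360 with the replicate block, 246 without SCZ_NA replicate 2, 232 without SCZ_NA replicate 3, 392, 357 and 380 without YH9_NA replicate 1, 2 or 3, 390, 335 and 362 without YH9_CA replicate 1, 2 or 3, and 337, 315 and 291 without YH9_DA replicate 1, 2 or 3), about 390 in YH9_DA in Fig. 3B (93 here; 297 with only the groups compared, and 265 with DESeq2, chosen after the values were seen) and about 2600 in SCZ_CA vs. YH9_CA in Fig. 3B (4186 here; 2951 with quantile normalization, 3135 with only the groups compared, 3638 without SCZ_CA replicate 3, 3575, 3614 and 3828 without YH9_CA replicate 1, 2 or 3, and 2574 without unnamed loci, chosen after the values were seen). PC1 holds about 23% in Fig. 3A, read by eye, and 36.1% here (28.9% with scaled genes). In each case the other alternatives set beforehand stay outside the limits.

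The paper ranks YH9 above SCZ in the number of genes that respond to cold acclimation. Here the order is 9891 in SCZ against 7497 in YH9, and with only the groups compared 5940 against 8440, which is the paper's order, as it is with DESeq2 on only the groups compared (ratio 0.951). The paper's text has the stages apart on PC1 and the cultivars on PC2. Here cultivars hold 84.6% of the variance of PC1, and with scaled genes the stages hold 83.7%. The paper names enriched KEGG pathways, and by Fisher's exact test 0 pathways had an adjusted p under 0.05 in SCZ_CA vs. SCZ_NA, where 2 had an unadjusted p under 0.05. The deposited table gives a pathway for 1308 of its 41021 loci, and the paper does not state its background. Its enrichment could therefore not be repeated, and this is not a test of it. The ganglio series passed with down-regulated genes alone or with all tested genes as background.

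The paper places HK, CS, tyrA2, RPE, PRPS, aroF, aroE, aroK, pheC, AK, dapB, GLT1, argC, argE, OTC, GCLC and GS higher in SCZ_CA than in YH9_CA. None of these was called at 2-fold, although log2 fold changes were positive for all but tyrA2 (CSS006200, −0.77) and 3 of the 5 HK genes. Without SCZ_CA replicate 1, GLT1 and the OTC gene CSS051682 were called, without SCZ_CA replicate 2 the RPE gene CSS030848, the aroK gene CSS042038 and the dapB gene CSS032138, and without YH9_CA replicate 3 GS, CSS030848 and CSS042038. CSS030848 was also called without YH9_CA replicate 1. The paper places argB and GLUL lower in SCZ_CA, and the log2 fold changes were negative and not called. For ASS1 the paper has it higher in its results and not noticeably different in its discussion. The counts give the first (log2 fold changes 1.597 at CSS032116 and 1.03 at CSS029169), and the FPKM, which contradict them, give the second (limma adjusted p = 0.577 and 0.453). Whether the columns of either measure carry the right labels at these loci was not tested.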

Other observations

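The test of the reference was set before its result was seen, and the genes of Table S5 had been seen in the paper.

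Of 16 polyamine synthesis genes, 7 rose and 2 fell at CA in SCZ (camera adjusted p = 0.15), and 3 rose and 1 fell in YH9 (adjusted p = 0.547). Spermidine synthase (CSS012142) had log2 fold changes at CA of 2.11 in SCZ and 1.302 in YH9. The spermine synthases, which make spermine from spermidine, had 1.25 (CSS036083), 1.48 (CSS029019) and 1.16 (CSS037988) in SCZ, and −0.02, 0.30 and 0.13 in YH9. CSS036083 had 17.3 ± 5.18 FPKM (SD, n = 3) in SCZ_CA and 3.25 in YH9_CA, and the difference between its responses was 1.27 (SE 0.30, adjusted p = 0.0352 by edgeR), which was lost with the spread of only the groups compared (adjusted p = 0.0846). Between SCZ_CA and YH9_CA, CSS036083, CSS029019 and CSS037988 had 2.60, 1.09 and 1.75, the second lost with limma on FPKM. An N-carbamoylputrescine amidase (CSS002648), which makes putrescine, had −3.71 (adjusted p = 0.0291 by edgeR).

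Of 8 factors described as dehydration-responsive element-binding (DREB) proteins, a list that holds none of the 3 CBFs named next, 2 rose and 3 fell in SCZ (3 and 3 when adjusted over the list alone; camera adjusted p = 0.931), and 4 rose and 2 fell in YH9 (adjusted p = 0.57). CBF2 (CSS018717) rose from 1.73 ± 0.321 to 1009 ± 85.9 FPKM in YH9 (log2 fold change 9.15, SE 0.85) and by 6.29 in SCZ, and the difference between these was −2.86 (adjusted p = 0.0919 by edgeR). CBF1 (CSS023229) rose by 5.45 in YH9 and CBF3 (CSS002244) by 7.93 in SCZ and 7.46 in YH9. The LEA gene CSS041102 rose by 6.10 and 6.58, LEA3L-1 (CSS015767) by 5.82 and 4.65, and the cold-induced gene CIP (CSS039533) by 6.13 and 4.39. LEA3L-1 was higher in SCZ_CA than in YH9_CA by 2.28 and CBF1 by 3.19.

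Loci at 0 in every library of one cultivar could come from YH9 reads that fail to align to the Shuchazao reference. Loci at 0 in all 9 YH9 libraries and at an FPKM of at least 1 in all 9 SCZ libraries numbered 35 and the reverse 46, a ratio of 0.761. By the limit set beforehand, a loss of YH9 reads would have given a higher ratio. Loci assembled from YH9 reads can raise the reverse count, and a partial loss leaves counts above 0. The ratio therefore cannot exclude such a loss.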
